# Astrocytic CXCL5 hinders microglial phagocytosis of myelin debris and aggravates white matter injury in chronic cerebral ischemia

**DOI:** 10.1186/s12974-023-02780-3

**Published:** 2023-05-03

**Authors:** Qian Cao, Jian Chen, Zhi Zhang, Shu Shu, Yi Qian, Lixuan Yang, Lushan Xu, Yuxin Zhang, Xinyu Bao, Shengnan Xia, Haiyan Yang, Yun Xu, Shuwei Qiu

**Keywords:** CXCL5, BCAS, Astrocyte, Microglia, Phagocytosis

## Abstract

**Background:**

Chronic cerebral ischemia induces white matter injury (WMI) contributing to cognitive decline. Both astrocytes and microglia play vital roles in the demyelination and remyelination processes, but the underlying mechanism remains unclear. This study aimed to explore the influence of the chemokine CXCL5 on WMI and cognitive decline in chronic cerebral ischemia and the underlying mechanism.

**Methods:**

Bilateral carotid artery stenosis (BCAS) model was constructed to mimic chronic cerebral ischemia in 7–10 weeks old male mice. Astrocytic *Cxcl5* conditional knockout (cKO) mice were constructed and mice with *Cxcl5* overexpressing in astrocytes were generated by stereotactic injection of adeno-associated virus (AAV). WMI was evaluated by magnetic resonance imaging (MRI), electron microscopy, histological staining and western blotting. Cognitive function was examined by a series of neurobehavioral tests. The proliferation and differentiation of oligodendrocyte progenitor cells (OPCs), phagocytosis of microglia were analyzed via immunofluorescence staining, western blotting or flow cytometry.

**Results:**

CXCL5 was significantly elevated in the corpus callosum (CC) and serum in BCAS model, mainly expressed in astrocytes, and *Cxcl5* cKO mice displayed improved WMI and cognitive performance. Recombinant CXCL5 (rCXCL5) had no direct effect on the proliferation and differentiation of OPCs in vitro. Astrocytic specific *Cxcl5* overexpression aggravated WMI and cognitive decline induced by chronic cerebral ischemia, while microglia depletion counteracted this effect. Recombinant CXCL5 remarkably hindered microglial phagocytosis of myelin debris, which was rescued by inhibition of CXCL5 receptor C-X-C motif chemokine receptor 2 (CXCR2).

**Conclusion:**

Our study revealed that astrocyte-derived CXCL5 aggravated WMI and cognitive decline by inhibiting microglial phagocytosis of myelin debris, suggesting a novel astrocyte-microglia circuit mediated by CXCL5-CXCR2 signaling in chronic cerebral ischemia.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-023-02780-3.

## Background

White matter injury (WMI) is the most important feature of cerebral small vascular disease (CSVD), which is closely associated with the cognitive decline and serves as a prime therapeutic target for alleviating cognitive decline [1]. Currently, there is no effective therapeutic stratagem for alleviating the WMI-associated cognitive decline in CSVD due to the unclear mechanism underlying demyelination and remyelination. A better understanding of WMI pathogenesis could favor developing therapies for the prevention and/or treatment of CSVD.

Microglia and astrocytes play important roles in regulating the demyelination and remyelination process in CSVD. Therefore, controlling the microglia- and astrocyte-mediated chronic neuroinflammation is considered as an efficient therapeutic strategy for WMI [2]. For example, cornel iridoid glycoside reduced microglia-mediated inflammatory response via the NOD-like receptor thermal protein domain associated protein 3 (NLRP3)/calpain pathway and attenuated myelin loss and cognitive decline in a rat model of chronic cerebral ischemia [3]. In addition, both microglia and astrocytes could also promote remyelination via releasing neurotrophic factors, like insulin-like growth factor l (IGF-1) [4, 5]. Accumulated myelin debris was proven to hinder white matter repair through directly inhibiting remyelination or promoting secondary inflammatory cascade [6]. Interestingly, both microglia and astrocytes were reported to manifest capacity in clearing myelin debris and promoting white matter repair. For example, Zheng et al. reported that A1 astrocytes inhibited microglial phagocytosis of myelin debris via an astrocytic C3-microglial C3aR axis, aggravating WMI after intracerebral hemorrhage [7]. Our previous study reported that pentoxifylline (PTX) alleviated ischemic WMI in BCAS model via facilitating microglial phagocytosis of myelin debris [8]. Thus, key molecules modulating glial cell function may be primary therapeutic targets for WHI in CSVD.

CXCL5, also named epithelial neutrophil-activating peptide-78 (ENP-78) or lipopolysaccharide-induced CXC chemokine (LIX), is a small cytokine belonging to CXC chemokine family. It is expressed in various cells, including glial cells and epithelial cells [9]. CXCL5 was reported to be significantly elevated in response to injury in central nervous system (CNS) and participate in neuro-inflammatory response and WMI. For example, Wang et al. found that CXCL5 was remarkably increased in the immature brain after LPS-sensitized hypoxic ischemia, mainly in microglia and endothelial cells, and inhibition of CXCL5 with a selective nonpeptide inhibitor of its receptor CXCR2 could attenuate microglial activation, blood brain and barrier (BBB) damage, astrogliosis and promote myelination [10]. Conversely, Liu et al. reported that CXCL5 and CXCR2 were increased after optic nerve and lens injury, and that recombinant CXCL5 (rCXCL5) could promote microglial activation, retinal ganglion cell (RGC) survival and axonal regeneration [11]. Here, using transcriptome sequencing analysis, we found that CXCL5 was remarkably up-regulated in the brain of mice with chronic cerebral ischemia, mainly in astrocytes. Currently, the role of CXCL5, especially astrocytic CXCL5, in CSVD remains unclear, and we hypothesize that astrocytic CXCL5 exacerbates WMI and cognitive decline associated with chronic cerebral ischemia. Here, we further investigated the impact of CXCL5 on WMI and related cognitive decline and explored the potential mechanisms.

## Materials and methods

### Mice

C57BL/6J male mice (7–10 weeks old, weighing 25–30 g), astrocyte-specific *Cxcl5* knockout mice (*Cxcl5*^fl/fl^; GFAP-Cre) and age-matched wild-type littermates (*Cxcl5*^fl/fl^) were purchased from the Model Animal Research Center of Nanjing University (China), with the construction strategy diagram shown in Additional file 1: Fig. S1. Primer sequences for identification of genetic mice are shown in Additional file 1: Table S1. All animals were maintained under specific pathogen-free conditions and housed at a controlled temperature of 22–24 °C and humidity of 50–60% for 12 h cycle alternating light/dark, with standard laboratory food and water at will. All animal experiments were performed under the guidance of the Animal Care Committee of Nanjing University (approval number: 2021AE01074).

### Cell culture

Primary glial cell cultures were isolated from 1-day-old C57BL/6J mice or astrocyte specific *Cxcl5* knockout mice as previously described [12, 13]. Briefly, the brain membrane was removed and the cerebral cortex (CTX) was digested with 0.25% tripsin EDTA for 10 min. The Dulbecco’s Modified Eagle Medium (DMEM, Invitrogen, USA) containing 10% fetal bovine serum (FBS, Hyclone, USA) was then added to terminate the digestion. The cells were centrifuged at 800 rpm at 37 °C for 10 min. The supernatant was aspirated and the cells were cultured in 75 cm^2^ flasks for 10–13 days in DMEM, which was supplemented with 10% FBS and 100 U/ml antibiotics. Microglia and astrocytes were isolated by shaking for subsequent tests. OPCs were isolated from brain of mice at postnatal day 1 and cultured on poly-D-Lysine (Sigma, USA) -coated plates in OPC proliferation medium containing DMEM/F12, 2% B27, 100 U/ml antibiotics, 30 ng/ml PDGF-AA (GenScript, China) and 10 ng/ml bFGF (GenScript). After 5–7 days, cells were switched to differentiation medium containing DMEM/F12, B27, antibiotics, 50 ng/ml T3 (Triiodothyronine, R&D Systems, USA) and 20 ng/ml CNTF (GenScript). Primary cortical neurons were prepared from fetal mice brains and cultured in medium containing neurobasal, 2% B27, and 25 nM glutamine as previously described [14].

### BCAS surgery

As previously described [15], BCAS surgeries were performed on male mice aged approximately 7–10 weeks old. Mice were anesthetized with avertin (2.5%, Sigma) and placed in the supine position. The common carotid artery was carefully exposed through a midline incision. A microcoil (inner diameter 0.18 mm, pitch 0.50 mm, total length 2.5 mm, purchased from Sawane Spring Co.) was wrapped around the common carotid artery to induce chronic cerebral hypoperfusion. Thirty minutes later, the same procedure was performed on the other common carotid artery. Sham-operated mice underwent all procedures except microcoil implantation. A grand total of 204 mice (35 sham-operated and 169 BCAS mice) were used. The mortality during BCAS surgery was 2.0% (3/169). At 2 months after surgery, the mice were subjected to behavioral tests and magnetic resonance imaging (MRI), and then sacrificed for subsequent experiments.

### Transcriptome sequencing

Total RNA was extracted from corpus callosum (CC) tissues and quantified by the NanoDrop ND-2000 (Thermo Scientific). The RNA integrity was assessed using Agilent Bioanalyzer 2100 (Agilent Technologies). Next, total RNA were transcribed to double strand cDNA, then synthesized into cRNA and labeled with Cyanine-3-CTP. The labeled cRNAs were hybridized onto the microarray. After washing, the arrays were scanned by the Agilent Scanner G2505C (Agilent Technologies). Feature Extraction software (version 10.7.1.1, Agilent Technologies) was used to analyze array images to obtain raw data. Genespring (version 13.1, Agilent Technologies) was used to perform basic analysis on the raw data. Differentially expressed genes were then identified by fold change and P value calculated by t-test. Afterwards, GO analysis and KEGG analysis were then used to determine the roles of these differentially expressed mRNAs.

### Western blot

Cells and tissues were lysed in Radio Immunoprecipitation Assay (RIPA) buffer containing protease inhibitors. The extracted proteins were quantified using BCA kit (Thermo Fisher Scientific), denatured separated with SDS-PAGE and transferred to polyvinylidene fluoride (EMD Millipore) membrane. The membranes were blocked with 5% skim milk for 2 h at room temperature and incubated with primary antibody overnight at 4 °C. The next day, the membranes were immersed in secondary antibodies for 2 h. Targeted proteins were detected using the Tanon bioluminescence instrument and analyzed by ImageJ software (ImageJ 1.5, NIH, USA). Details of the antibodies are given in Additional file 1: Table S2.

### Real-time quantitative PCR

Total RNA was extracted from tissues or cells using TRIzol reagent (Invitrogen). The extracted RNA was reverse transcribed to cDNA using PrimeScript RT Reagent Kit (Vazyme, China). Quantitative real-time PCR (qPCR) was performed on an ABI 7500 PCR instrument (Applied BioSystems, USA) using the SYBR GREEN kit (Vazyme, China). The relative quantification of genes was analyzed by the 2^−ΔΔCt^ method and normalized with GAPDH values. Primer sequences are listed in Additional file 1: Table S3.

### Myelin debris preparation and stimulation

Myelin debris was prepared as previously described [16]. Briefly, the mice were euthanized and the brains were cut into pieces (approximately 5 mm^3^) in 0.32 M sucrose solution on ice. The solutions were then homogenized and transfered to the top of the 0.83 M sucrose solution, taking care not to mix the two layers. After centrifugation at 100,000 rpm for 45 min at 4 °C, the crude myelin debris was collected from the interface of the two sucrose densities, dissolved in Tris·Cl buffer solution and homogenized for 30–60 s. After two rounds of centrifugation, the pellets were resuspended in sterile phosphate buffer solution (PBS) and centrifuged at 22,000 rpm for 10 min at 4 °C. Finally, myelin debris was resuspended in PBS to a final concentration of 100 mg/ml. Primary microglia pretreated with the CXCR2 inhibitor SB225002 (10 nM) and rCXCL5 (25 μg/ml) were stimulated with myelin debris (0.01 mg/ml) for different times. Myelin debris was stained with DiD (a far-red plasma membrane fluorescent probe, Beyotime, China) or DiI (a red plasma membrane fluorescent probe, Beyotime, China) for flow cytometry or immunofluorescence.

### Electron microscopy

After the mice were sacrificed, the CC was removed and immersed in 2.5% glutaraldehyde. Sample preparation and image acquisition were performed by Servicebio (China). Images were screened by transmission electron microscopy (Hitachi, HT7800, Japan). The G-ratio (diameter of the axon/the diameter of the whole myelinated fiber) of at least 100 myelin sheaths per animal was calculated using ImageJ.

### Immunofluorescence staining

The mice were anesthetized, perfused with PBS and successively fixed in 4% paraformaldehyde. The brains were quickly removed and put into 4% paraformaldehyde. Then, the brains were dehydrated in 15% and 30% sucrose for 24 h each and cut into 20 μm coronal sections (anterior–posterior distance from Bregma: 1.0 mm to 0.2 mm) with a cryostat microtome (Leica, Wetzlar, Germany). First, the slices were permeabilized with 0.25% Triton X-100, then they were blocked in 2% bovine serum albumin (BSA) for 1–2 h. Afterwards, the slices were incubated primary antibodies overnight at 4 °C. Finally, the tissue sections were incubated with secondary antibody and stained with 4',6-diamidino-2-phenylindole (DAPI) in the dark condition. Images were acquired using with a confocal fluorescence microscope (Olympus FV3000, Japan) and analyzed with ImageJ software. For cells, the cells were fixed with 4% paraformaldehyde and then treated with 0.25% PBST, for permeabilization, and the subsequent procedures were similar to immunofluorescence staining of frozen sections.

### Flow cytometry

Primary microglia pretreated with CXCR2 inhibitor SB225002 (10 nM) and rCXCL5 (25 μg/ml) for 0.5 h were incubated with myelin fragments (0.01 mg/ml) stained with DiD’ solid for 1 h. After trypsinization, the cells were collected, centrifugated and resuspended with PBS. The proportion of microglia phagocytosing myelin debris (DiD^+^ cells/total cells) was analyzed by the flow cytometer (BD Accuri C6, USA).

### Astrocyte isolation

Astrocytes were isolated as described previously [17, 18]. Mice were sacrificed by decapitation, and the brains were immediately removed to isolate CTX and CC tissue. Brains were diced into 1 mm^3^ pieces using a scalpel blade. The tissues were incubated in an oxygenated papain solution containing 100 units of papain (Worthington Biochemical, LS003126), 2 mg of l-cysteine (Sigma-Aldrich, C7880) and DNase I (Sigma-Aldrich, D4527) at 34 °C for 40 min. Following tissue digestion, papain was inactivated using a low-ovo solution containing BSA, PBS, Trypsin inhibitor (Worthington Biochemical, LS003086). The brain tissues were dissociated by gently pipetting in low-ovo solution. Following centrifugation, the cell pellet was suspended in PBS and counted. Then, the cell suspension was subjected to magnetic labeling with an Anti-ACSA-2 MicroBead Kit (Miltenyi Biotec, #130–097-679) according to the manufacturer's instructions. Briefly, the cell suspension was blocked with 5–10 µl of FcR blocking reagent per 10^7^ total cells at 4 °C for 10 min; 5–10 µl of Anti-ACSA-2 MicroBeads per 10^7^ total cells was added and incubated at 4 °C for 15 min. The cells were washed by adding 1–2 ml of PBS buffer per 10^7^ total cells and resuspended in 500 µl PBS buffer per 10^7^ total cells. The cell suspension was applied to an MS column (Miltenyi Biotec, #130-042-201) to get purified astrocytes.

### Behavioral tests

Behavioral tests were performed by an individual blinded to experimental groups and measured at 2 months after BCAS surgery.

### Novel object recognition

The Novel Object Recognition test (NOR) was used to evaluate recognition memory. The mice were allowed to adapt to boxes without any object for 15 min in three consecutive days. On day 4, two identical objects were placed in the box, and the mice were allowed to explore freely for 10 min. One hour later, one of the objects was replaced with a new object with different shape and colour. Then mice were allowed another 5 min to explored two objects. Exploratory behavior was recorded. Exploration time was defined as the time spent sniffing and touching objects with the nose or forepaws. The percentage of recognition index was calculated as follows: explore new objects/(explore new objects + explore old objects).

### Y-maze test

Short-term working memory was assessed using a Y-maze device consisting of three identical arms. Before each test, the maze was cleaned with 75% ethanol. Each mouse was allowed to freely explore three arms starting from the center of the maze for 8 min. A camera above the device recorded the sequence in which the mice enter the arm. Spontaneous alternations were defined as entering three consecutive arms in a row (e.g., BAC, BCA, CAB, etc.). The alternation percentage (%) was calculated as followed: (Spontaneous alternations/number of arm entries − 2) × 100. Heatmaps were generated using ANY-maze software (Stoelting, USA).

### Morris water maze test

The Morris Water Maze (MWM) test was used for spatial learning and working memory assessment. The MWM installation consists of a circular tank divided into four quadrants, of which the fourth quadrant has a circular platform 14 cm in diameter. Before the experiment, the tank was filled with water (approximately 1 cm above the platform) which was made opaque with edible titanium dioxide. During the learning phase (days 1–5), mice were allowed to find hidden platforms within 60 s. On the testing phase (day 6), the platform was removed, and the swimming track of mice was recorded. Latency to platform, cross-platform times, time in the target quadrant, swimming speed and heatmaps were automatically generated by ANY-maze software (Stoelting).

### Open field test

The Open Field Test (OFT) was designed to test anxiety-like behavior in mice. The mice were placed in an open box (50 cm × 50 cm × 50 cm) and recorded for 10 min. Time spent in the central and corner regions of mice was measured by ANY-maze software (Stoelting, USA).

### EdU injections and staining

EdU (5-ethynyl-2 '-deoxyuridine) is used to label newly proliferating cells. 14 days before the mice were sacrificed, EdU (5 mg/kg) was intraperitoneally injected once a day for 7 consecutive days. For cells, EdU (10 μM) was added and incubated for 24 h. EdU staining followed the manufacturer’s introduction with Click-iT™ EdU Imaging Kits (Invitrogen).

### PLX5622 feeding procedures

PLX5622 feeding procedure was performed as previously described [19]. For microglia/macrophage depletion, Control Diet (AIN-76A, SYSE Bio, China) and PLX5622 (Based on AIN-76A with 1200 ppm PLX5622, SYSE Bio) was supplied to mice (8 weeks old, 25–30 g body weight) in the diet, starting 14 d prior to surgery and continuing until the end of experiments. One adult mouse consumes about 3.5 g chow diet per day.

### Stereotaxic intracranial injection

Stereotaxic intracranial injection was performed as previously described [20]. The injection site of CC was determined according to the brain map (coordinates: ± 1 mm lateral from the midline; 0.8 mm anterior from bregma; 2.2 mm depth from bregma). After mice were anesthetized by 2.5% avertin, skull was drilled and then 400 nl (200 nl/hemisphere) *Cxcl5*-overexpression AAVs (rAAV-GfaABC1D-*Cxcl5*-mCherry, BrainVTA, China) or control AAVs (rAAV-GfaABC1D-mCherry, BrainVTA, China) were bilaterally injected into the CC. The microelectrode was maintained in situ for 10 min after injection to avoid virus efflux. After the wound was sutured, the mice awakened on thermostatic heat. The final amount of viral injection is 2.4E + 9 vg/ mice.

### Oxygen–glucose deprivation/reoxygenation (OGD/R)

The original medium of primary astrocytes was replaced with glucose-free medium. The cells were then transferred to an anaerobic chamber filled with 5% CO_2_ and 95% N_2_. After 6 h, cells were supplied with normal medium and re-oxygenated for another 12 or 24 h. The cell supernatant was collected for subsequent ELISA detection.

### Assessment of cell viability

Primary microglia and OPCs were cultured in 96-well plates at a density of 1 × 10^4^ cells/well and treated with different doses of rCXCL5 for 24 h. Cell viability was measured by cell counting kit-8 (Dojindo Laboratories, Japan). After 2 h incubation, the optical density (OD) value at 450 nm was detected by microplate reader (Tecan, Switzerland).

### Enzyme linked immunosorbent assay (ELISA)

The concentration of CXCL5 in mouse serum, CC homogenate and cell supernatant was quantified by ELISA kit (CUSABIO, China) according to the manufacturer’s instructions. The OD value at 450 nm was measured using a microplate reader (Tecan, Switzerland) to calculate the level of CXCL5.

### Magnetic resonance imaging (MRI)

MRI images were performed on a 9.4T Bruker MR system (BioSpec 94/20 USR, Bruker) using a 440-mT/m gradient set with an 86-mm volume transit RF coil and a single channel surface head coil. Mice were anesthetized with isoflurane inhalation (2.5–3%) and monitored to maintain constant physiological parameters. Tooth bar and ear bars were used to position mice on a mouse holder for data acquisition. T2-weighted images were acquired using the 2D RARE (rapid acquisition with relaxation enhancement) sequence with the following parameters: repetition time (TR): 2500 ms, echo time (TE): 33 ms, field of view (FOV): 20 mm × 20 mm, matrix: 256 × 256 and 22 adjacent slices of 0.7 mm slice thickness. Diffusion-weighted images were acquired using spin-echo echo-planar imaging (SE-EPI) sequence with the following parameters: Two b-values (b = 0 and 1000 s/mm^2^) along with 30 non-collinear directions, δ = 4.1 ms, Δ = 10.3 ms; TR: 1500 ms, TE: 23.27 ms, FOV: 20 mm × 20 mm, matrix: 128 × 128, and 22 adjacent slices of 0.7 mm slice thickness. Imaging data were converted into NIFTI format using MRIcron. Fractional anisotropy (FA) maps were calculated using the FSL (v.5.0.9) pipeline. FA was calculated after eddy correction and motion correction of each mouse in FSL. The data were analyzed under the guidance of the Institute of High Energy Physics, Chinese Academy of Sciences.

### Compound action potential measurement

The slices (300 μm) of CC was obtained using a vibrating blade microtome (Leica VT1000 s) in oxygenated (95%O_2_/5%CO_2_) iced cutting solution (in mM): 120 Choline Cl^−^, 25 NaHCO_3_, 10 Glucose, 7 MgCl_2_, 5 Na^+^ ascorbate, 3 Na^+^ pyruvate, 2.5 KCl, 1.25 NaH_2_PO_4_, 0.5 CaCl_2_ and incubated in 34 °C cutting solution for 15 min, and then transferred to oxygenated artificial CSF (ACSF) containing (in mM): 124 NaCl, 25 NaHCO_3_, 10 Glucose 2.5 KCl, 2.5 CaCl_2_, 2 MgSO_4_ and 1.25 NaH_2_PO_4_ at room temperature (25 °C) for 1 h before recording. For combined action potential (CAP) measurements, the acute slices containing CC were transferred to the microelectrode array (60MEA200/30iR-ITO), continuously perfused with oxygenated ACSF (2 ml/min) and maintained at 32 °C for recording. The MEA-2100-60-System hardware and LTP-Director software (Multi Channel Systems, Germany) were used for recording CAP in the CC. Input–output curves were generated by varying the intensity of the stimulation from 10 μA to 90 μA (step of 10 μA). LTP-Analyzer (Multi Channel Systems, Germany) software was used for data analysis. Myelinated fiber-response amplitude was defined as the voltage difference from the first peak to the first trough.

### Luxol fast blue (LFB) staining

LFB staining was used to demonstrate myelination [21]. The cryosections were washed with distilled water and stained with 0.1% LFB solution 1 h at 60 °C (Servicebio, China). The slides were then immersed in lithium carbonate solution for 2 s, directly immersed in 70% ethanol for differentiation for 15 s, and washed to complete differentiation. After repeated differentiation, washing and microscopic examination, until the myelin sheath is blue, the background is almost colorless. The sections were then counterstained with eosin. Finally, the sections were dehydrated with sequential anhydrous ethanol baths, cleared through xylene and sealed with neutral resin. The average optical density (AOD) was calculated using ImageJ.

### Statistical analysis

Prism 8 software (GraphPad software, USA) and SPSS software version 22.0 (SPSS Inc., USA) were used for statistical analysis. Data were presented as mean ± SEM. Statistical differences between two groups were determined using Student's t-test or Mann–Whitney test. One-way analysis of variance (ANOVA) followed by Tukey's post-hoc test or Kruskal–Wallis test followed by Tukey's post-hoc test was used to analyse the statistical significance of data with one factor among several groups, and two-way ANOVA followed by Bonferroni's post hoc test was used to analyse the statistical significance of data with two factors. A statistically significant difference was considered at p < 0.05.

## Results

### Chronic cerebral ischemia induces significant up-regulation of CXCL5

BCAS mouse model was established to mimic cerebrovascular WMI induced by chronic cerebral hypoperfusion. Gene expression profile was analyzed via transcriptome sequencing analysis using extraction from the CC of mice (Fig. 1a) and subsequent bioinformatics analysis screened out fourteen genes related to immune response (Fig. 1b). 

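RNA from the CC, the corpus callosum, of 3 Sham and 3 BCAS mice was measured 2 months after surgery on 1-colour Agilent microarrays, 1 array per replicate, with the labelled RNA read as the brightness of each spot. The sample labels name the tissue as brain, while the paper names the CC. Each array carried 62976 spots, which hold 56605 different probes besides the controls. The authors extracted each array image with the Feature Extraction software, and deposited for each spot a linear intensity from which the background had been subtracted. From there, the log2 of this intensity was taken and the 75th percentile of each array was subtracted, control spots and spots marked as outliers were left out, and the spots of 1 probe were averaged. On the Sham arrays, between 34784 and 38306 probes were well above background, with a median of 35719. On the BCAS arrays, the range was 37173 to 40717 and the median 38328. No spot was saturated. The 37697 probes well above background on at least 3 of the 6 arrays were tested with limma's moderated test, with Benjamini-Hochberg adjustment. A gene was represented by its probe with the highest mean over the 6 arrays. The 3 Sham arrays and BCAS replicate 1 shared a slide, and BCAS replicates 2 and 3 were on another slide, so slide and group overlap in part. The number of arrays limits the precision, and the smallest p an exact permutation test of 3 against 3 arrays allows is 0.1. The background correction, the filter on dim probes and the weight given to each array are the choices that moved the number of called probes most.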

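All 14 genes of Fig. 1b had a probe that was tested, and all 14 moved in the direction of the heatmap at an unadjusted p under 0.05 by limma's test. With a fold change over 2 in addition, 10 of the 14 remained. Adjusted over the list alone, 14 of the 14 had an adjusted p under 0.05, which is not independent evidence because the list was chosen on these samples. Adjusted over all probes tested, 1 did. In 13 of the 14, the 3 BCAS values and the 3 Sham values did not overlap. Among the genes higher in BCAS mice, the log2 fold change was 2.65 for Cxcl5, 1.88 for Gpnmb, 1.78 for Postn, 1.51 for Ppbp, 1.14 for Ptger4 and 1.05 for P2rx7. Gpnmb was well above background on 2 of the 3 Sham arrays and Ppbp on 1 of the 3, so their folds are bounds of at least 3.48-fold and at least 2.37-fold, taken against the higher of the probe's own value and the lowest signal well above background on each dim array. Other probes gave a log2 fold change of 0.18 for Ptger4, and of 0.78 and 0.11 for P2rx7. Among the genes lower in BCAS mice, Ccl21a had the largest change. Its probe lies on chromosome 4 of mm9 from 42231835 to 42231894, and its signal was 0.46 ± 0.36 (SD, n = 3) in Sham mice and -6.35 ± 0.58 (SD, n = 3) in BCAS mice on the log2 scale. It was well above background on 1 of the 3 BCAS arrays, which gives a bound of at least 90.5-fold lower, and its adjusted p over all probes was 0.0163 by limma. Of the 23 probes tested in and close to the stretch of chromosome 4 that holds Ccl21a, 9 passed the fold and p threshold as lower, its own among them. The log2 fold change was -2.05 for Nr4a2, -1.43 for Aim2 and -1.17 for Cplx3. It was under 2-fold for Pik3cg (-0.92), Figf (-0.82), Crhr1 (-0.63) and Fmn1 (-0.46), and the Figf values of the groups overlapped. With normexp background correction, with or without quantile normalization, 6 of the 14 genes passed the fold and p threshold, the lowest number among the alternatives set before the data were examined.

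**Figure D1:**
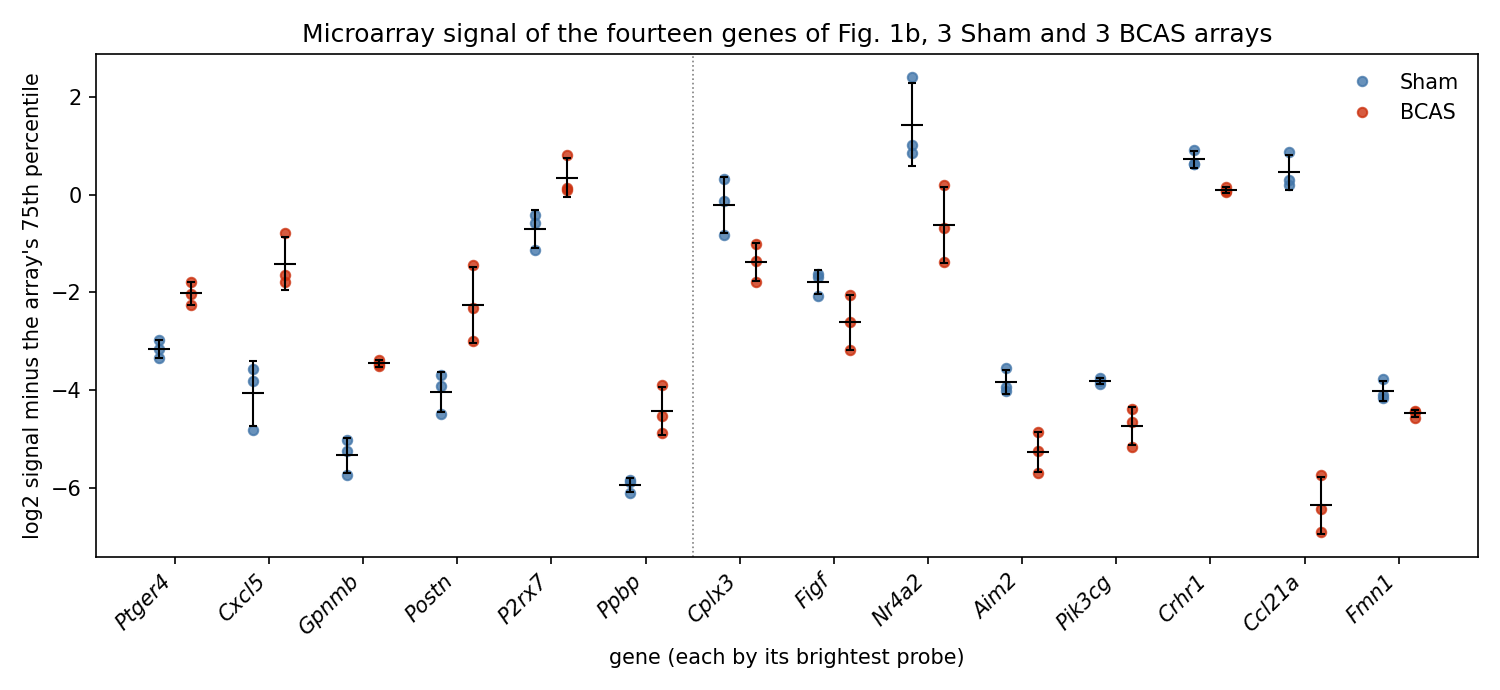
Signal of the 14 genes on each of the 3 Sham (blue) and 3 BCAS (red) arrays, as log2 signal minus the array's 75th percentile, with the mean and SD of each group in black. The 6 genes left of the dotted line were higher in BCAS mice and the 8 on the right were lower, with Ccl21a at 0.46 in Sham and -6.35 in BCAS mice.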

Compared with the Sham group, the expression of *Cxcl5* was significantly increased in the CC of BCAS mice (Fig. 1c, p < 0.001). Further, our results demonstrated that the *Cxcl5* mRNA level in the CC was gradually up-regulated and peaked at 2 months after BCAS (Fig. 1d, p < 0.05). Similarly, verified by ELISA, the level of CXCL5 in the BCAS group was remarkably elevated both in the serum (Fig. 1e, p < 0.05) and CC homogenate (Fig. 1f, p < 0.05). Subsequently, we further investigated the source of CXCL5 in the brain after BCAS. Co-staining against CXCL5 and markers for different cells, including neurons (Neuronal nuclei, NeuN), microglia (Ionized calcium binding adaptor molecule 1, Iba-1), primary oligodendrocyte lineage cells (oligodendrocyte transcription factor, Olig2) and astrocytes (glial fibrillary acidic protein, GFAP) indicated that CXCL5 was mainly colocalized with astrocytes (Fig. 1g) while scarcely colocalized with neurons, microglia and oligodendrocyte lineage cells (Additional file 1: Fig. S2). The results suggested that CXCL5 was most likely expressed in astrocytes after BCAS. Then, astrocytes were isolated from the CTX and CC of mice and further confirmed that *Cxcl5* expression in astrocytes was much higher than that in the other cells, especially after BCAS (Fig. 1h, Sham-AST vs. BCAS-AST, p < 0.05; BCAS-Others vs. BCAS-AST, p < 0.001). At last, CXCL5 concentration in the supernatant from primary astrocytes after OGD was significantly higher than that in the control group by ELISA (Fig. 1i, Control vs. OGD/R12h, p = 0.0527; Control vs. OGD/R24h, p < 0.001). Taken together, these results demonstrated that CXCL5 was remarkably elevated in astrocytes in chronic cerebral ischemia.

**Fig. 1:**
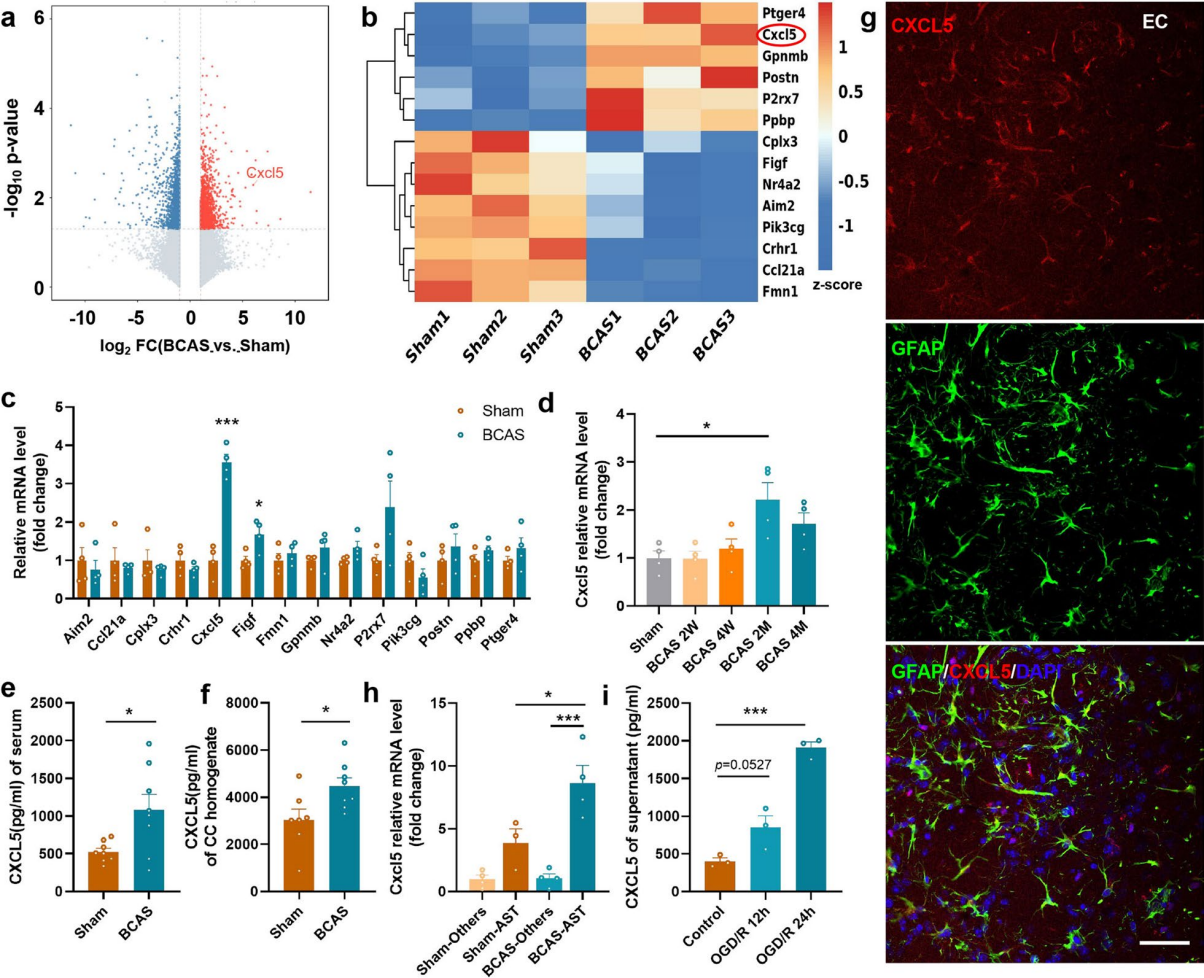
Chronic cerebral ischemia induced significant up-regulation of CXCL5. **a** Volcano plot of the results of CC tissue microarray analysis between the Sham and BCAS groups at 2 months after surgery (fold change > 2; p < 0.05). n = 3 per group. **b** Heatmap of fourteen genes related to immune response form CC tissue microarray analysis. n = 3 per group. **c** The mRNA level of fourteen genes was measured in the Sham and BCAS groups by qPCR. n = 4 per group. **d** The mRNA level of *Cxcl5* in the CC at different time points after BCAS by qPCR. **e** The result of serum CXCL5 concentration in the Sham and BCAS groups by ELISA. n = 8 per group. **f** The result of CXCL5 concentration in the CC homogenate in the Sham and BCAS groups by ELISA. n = 7–8 per group. **g** Representative images of immunostaining against GFAP and CXCL5 in EC in the BCAS groups. (Bar = 50 μm). **h** The mRNA level of *Cxcl5* in the astrocytes (AST) and the other cells (Others) from the CTX and CC in the Sham and BCAS groups by qPCR. n = 4 per group. **i** The result of CXCL5 concentration in the supernatant of primary astrocytes in the control, OGD/R 12 h and OGD/R 24 h groups by ELISA. n = 3 per group. All data were presented as the mean ± SEM. *p < 0.05, ***p < 0.001, ns means no significance. EC: external capsule. 2W, 2 weeks. 2 M, 2 months. Student’s t-test for **c**, **e** and **f**. One-way ANOVA with Tukey’s post-hoc for **d**, **i**, **j**

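Of the probes tested, 538 passed a fold change over 2 with an unadjusted p under 0.05 in limma's test, 385 of them higher and 153 lower in BCAS mice. The groups did not overlap in 429 of the 538. At an unadjusted p under 0.05 alone there were 3495 probes, 2166 higher and 1329 lower, where 1885 would be reached by chance. After Benjamini-Hochberg adjustment, 0 probes were higher and 1 was lower at an adjusted p under 0.05, and 21 probes had an adjusted p under 0.1. Over all probes tested, the 3 Sham and 3 BCAS values did not overlap in 15.5%, against 10% by chance. Both chance values are averages, and 1 split of 6 arrays can differ from them. Sham replicates 1 and 2 with BCAS replicate 2, against the rest, gave 731 probes past the fold and p threshold. Of the 538 probes past it between the groups, 173 of those higher and 91 of those lower were well above background on all 6 arrays. The methods' t-test on the same values gave 3136 probes at an unadjusted p under 0.05, and 208 higher and 89 lower with the fold change added, with 0 probes left after Benjamini-Hochberg adjustment. Among the alternatives, the count past the threshold was highest with array weights, at 1103 higher and 263 lower, and lowest with normexp and quantile normalization, at 89 higher and 80 lower.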

### Astrocyte-specific *Cxcl5* deficiency alleviates cognitive decline in chronic cerebral ischemia

To further explore the role of astrocytic CXCL5 in WMI, we generated astrocyte conditional *Cxcl5* knockout (cKO) mice. At first, the ELSIA results demonstrated that primary astrocytes from neonatal wild type (WT) mice released much more CXCL5 after OGD treatment, while CXCL5 concentrations in the supernatant of astrocytes from *Cxcl5* cKO mice were nearly undetected at both normal and hypoxic condition (Fig. 2a, CON-WT vs. CON-*Cxcl5* cKO, p < 0.001; CON-WT vs. OGD/R-WT, p < 0.0001), indicating the successful *Cxcl5* deletion in astrocytes in the cKO mice.

**Fig. 2:**
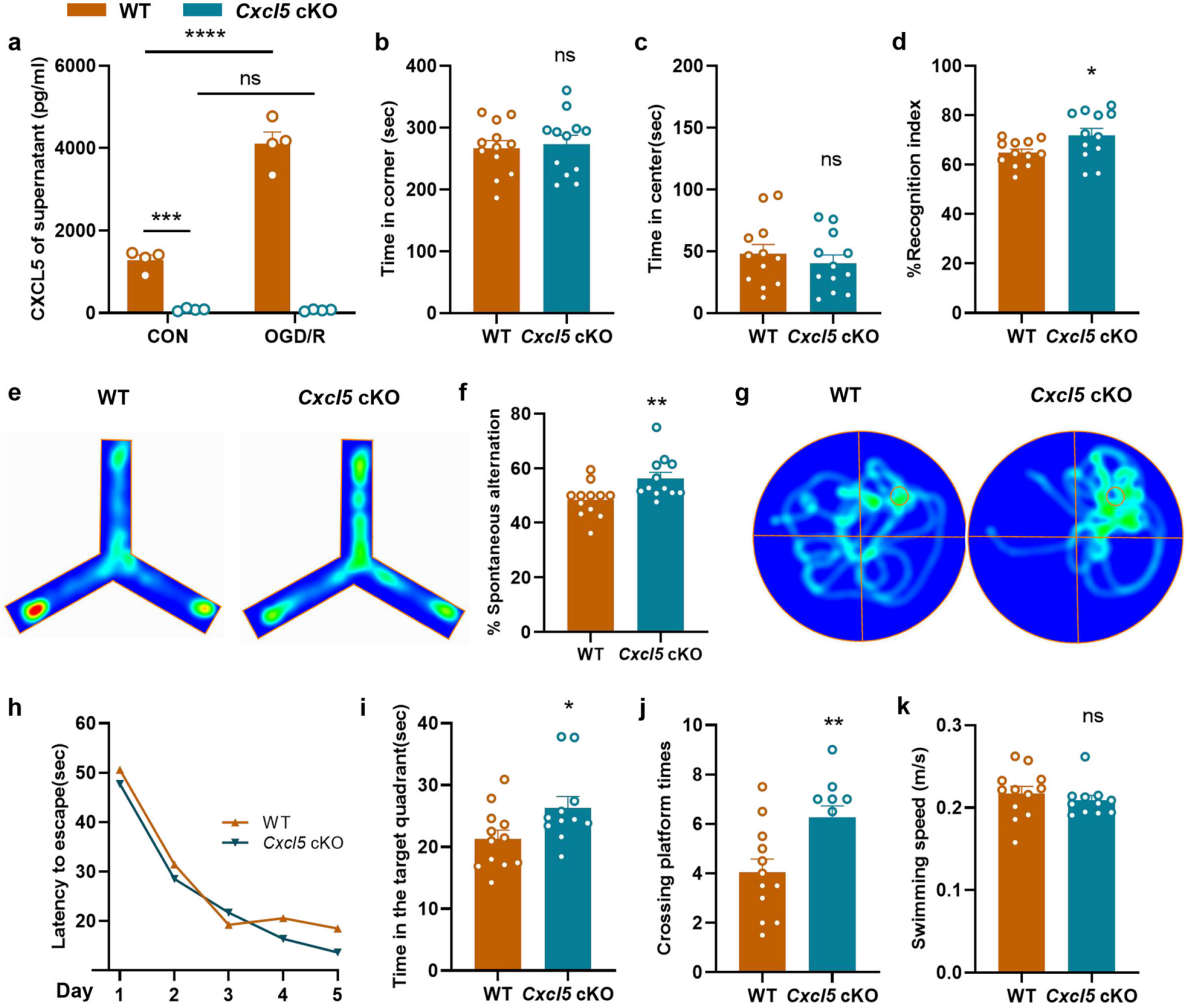
Astrocyte specific *Cxcl5* deficiency alleviated cognitive decline in BCAS model. **a** The result of CXCL5 concentration in the supernatant of primary astrocytes in the WT and *Cxcl5* cKO groups after OGD/R 12 h by ELISA. n = 4 per group. **b**, **c** Results of the OFT showing the time spent in the corner area (**b**) and center area (**c**) in the WT and *Cxcl5* cKO groups at 2 months after surgery. n = 12 per group. **d** Results of the NOR showing the recognition index percentage. n = 12 per group. **e**, **f** Results of Y-maze tests showing representative heatmaps (**e**) and the spontaneous alternation percentage (**f**). n = 12 per group. **g**–**k** Results of the MWM test. Representative heatmaps (**g**), escape latency during the acquisition phase (Days 1–5) (**h**), the time in target quadrant (**i**), the crossing platform times (**j**) and the swimming speed (**k**) of the probe test (Day 6). n = 11–12 per group. All data were presented as the mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns means no significance. Two-way ANOVA with Bonferroni's post hoc test for **a** and **h**. Student’s t-test for **b–d**, **j**. Mann–Whitney test for **f**, **i**, **k**

No significant basaline differences were found between the same batch of cKO mice and WT littermates at 4 months of age in the behavior tests, including the OFT, NOR, Y-maze and the MWM (Additional file 1: Fig. S3). Two months after BCAS surgery, a series of behavioral tests were performed to determine the impact of astrocytic CXCL5 on the cognitive performance in chronic cerebral ischemia in a same cohort of genotyped mice. No significant differences were found in the corner and center time spent in the OFT between the WT and *Cxcl5* cKO groups (Fig. 2b and c). However, the cKO mice showed improved performance in the NOR test after BCAS (Fig. 2d). Similarly, the Y-maze test showed that the short-term working memory of *Cxcl5* cKO mice were significantly improved compared with WT littermates (Fig. 2e and f). What’s more, as shown by the MWM test, our results demonstrated that astrocytic *Cxcl5* deletion induced improved spatial memory performance after BCAS, as evidenced by the prolonged time spent in the target quadrant (Fig. 2i, p < 0.05) and increased number of platform crossing times (Fig. 2j, p < 0.01), with swimming speed not influenced (Fig. 2k). Nevertheless, the WT and cKO mice displayed comparable latency to find the hidden platform (Fig. 2h) in the MWM test, demonstrating that astrocytic *Cxcl5* deletion might exert no significant impact on learning performance. Taken together, astrocyte specific *Cxcl5* deletion ameliorated cognitive impairment under chronic cerebral hypoperfusion.

### Astrocytic *Cxcl5* deficiency alleviates BCAS-induced white matter injury

Then, we investigated the influence of astrocytic CXCL5 on WMI at about 2 months after BCAS. Specifically, 9.4T MRI was used to detect the impact of astrocytic CXCL5 on the integrity of white matter, and the key diffusion tensor imaging (DTI) index FA was used to evaluate the microstructure of the white matter. The results indicated that the FA value was higher in *Cxcl5* cKO mice than WT mice after BCAS (Fig. 3a and b, CC, p < 0.05; internal capsule [IC], p = 0.094; the external capsule [EC], p < 0.05), suggesting microstructure in white matter of *Cxcl5* cKO mice was more complete than the controls. Similarly, LFB staining also showed that the white matter damage induced by chronic cerebral ischemia was alleviated in *Cxcl5* cKO mice (Fig. 3c and d). In addition, the improved WMI in *Cxcl5* cKO mice was further confirmed via double staining of the myelin basic protein (MBP) (marker of myelin sheath) and neurofilament-heavy (NFH) (marker of axon) in three white matter-rich brain regions (EC, CTX, and the striatum [STR]) (Fig. 3e and f, EC, p < 0.05; CTX, p = 0.0954; STR, p < 0.01). Immunoblot analysis further illustrated increased the level of MBP protein in the CC of *Cxcl5* cKO than that of WT mice (Fig. 3g and h). In order to directly observe the myelin injury, the CC of mice after BCAS was examined by electron microscopy, and the g-ratio of cKO mice was lower than that of littermate controls (Fig. 3i-k). To test whether structural and functional changes in the white matter lead to axonal conduction delays, we evaluated CAPs of the CC in coronal brain slices from *Cxcl5* cKO mice and control mice after BCAS. The peak of CAPs represented rapid conduction along myelinated axons. The results showed that the peak amplitude was markedly improved in the cKO mice group (Fig. 3l and m, WT + BCAS vs. *Cxcl5* cKO + BCAS, p < 0.01). Taken together, our results revealed that astrocytic CXCL5 aggravated chronic cerebral ischemia-induced WMI.

**Fig. 3:**
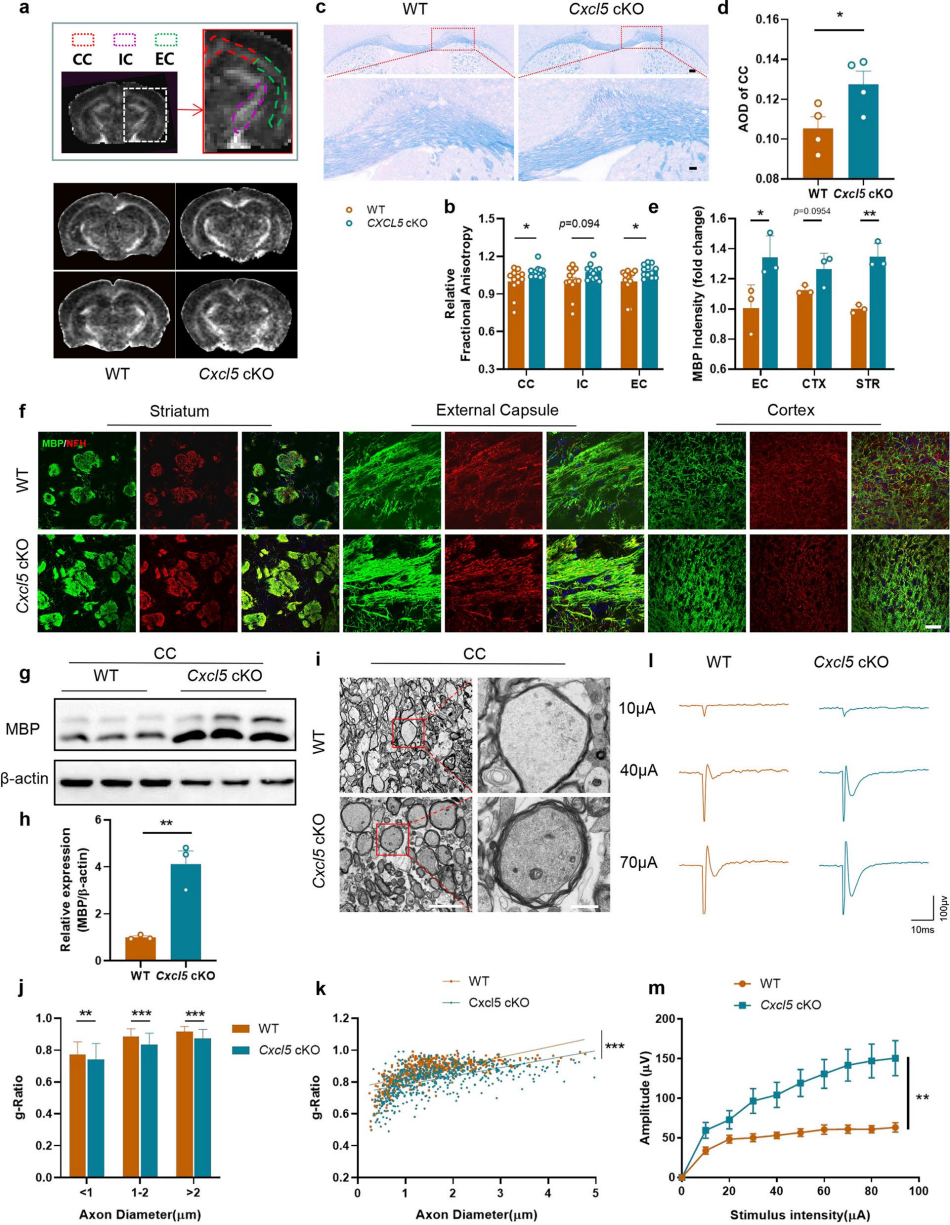
Astrocytic *Cxcl5* deficiency alleviated BCAS-induced white matter damage. **a**, **b** Representative DTI axial views of FA maps (**a**) and quantification of FA values in the CC, IC and EC (**b**) acquired 2 months after BCAS. Two panels above show the areas (CC, IC and EC) of quantification. n = 12 per group. **c**, **d** Representative images of LFB staining (**c**) and quantification of AOD (**d**) in CC. Scale bar = 200 μm (top) and 50 μm (bottom). n = 4 per group. **e**, **f** Representative images for MBP (green) and NFH (red) double immunostaining (**f**) and quantification of the fluorescence intensity of MBP (**e**) in EC, CTX, STR. Scale bar = 50 μm. n = 3 per group. **g**, **h** Representative immunoblot bands of MBP (**g**) and quantification normalized to β-actin (**h**) in the CC. n = 3 per group. **i–k** TEM ultrastructural analyses of myelin integrity in the CC of WT and *Cxcl5* cKO groups at 2 months after BCAS. **i** Representative TEM images in the CC. Scale bar = 5 μm (left) and 10 μm (right). **j** Comparison of the g-ratio of myelinated axons according to axon diameter between WT and *Cxcl5* cKO mice. **k** Scatterplots of the myelin g-ratio as a function of the axon diameter. Axons were selected from 4 mice per group for measurement. n = 545 and n = 543 measured axons for each group. **l**, **m** Representative curves of CAPs of myelinated fibres (**l**) and quantification of the amplitude of evoked CAPs of myelinated fibres (**m**) in the CC. n = 3 mice and 10–12 recordings per group. All data were presented as the mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ns means no significance. Student’s t-test for **d**, **e**, **h**. Mann–Whitney test for **b**, **j**, **k**. Two-way ANOVA with Bonferroni's post hoc test for **m**

### CXCL5 exerts no significant direct impact on the fate of OPCs

EdU was intraperitoneally injected 2 months after BCAS to label newly emerging cells [22], with mature oligodendrocytes (OLs) recognized by immunostaining with the anti-APC (adenomatous polyposis coli) antibody, and our results demonstrated an increase in the numbers of APC^+^ OLs and APC^+^EdU^+^ newborn OLs in the CC of *Cxcl5* cKO mice compared with WT mice (Fig. 4a–c). Therefore, we speculated that CXCL5 affects the fate of OPCs.

**Fig. 4:**
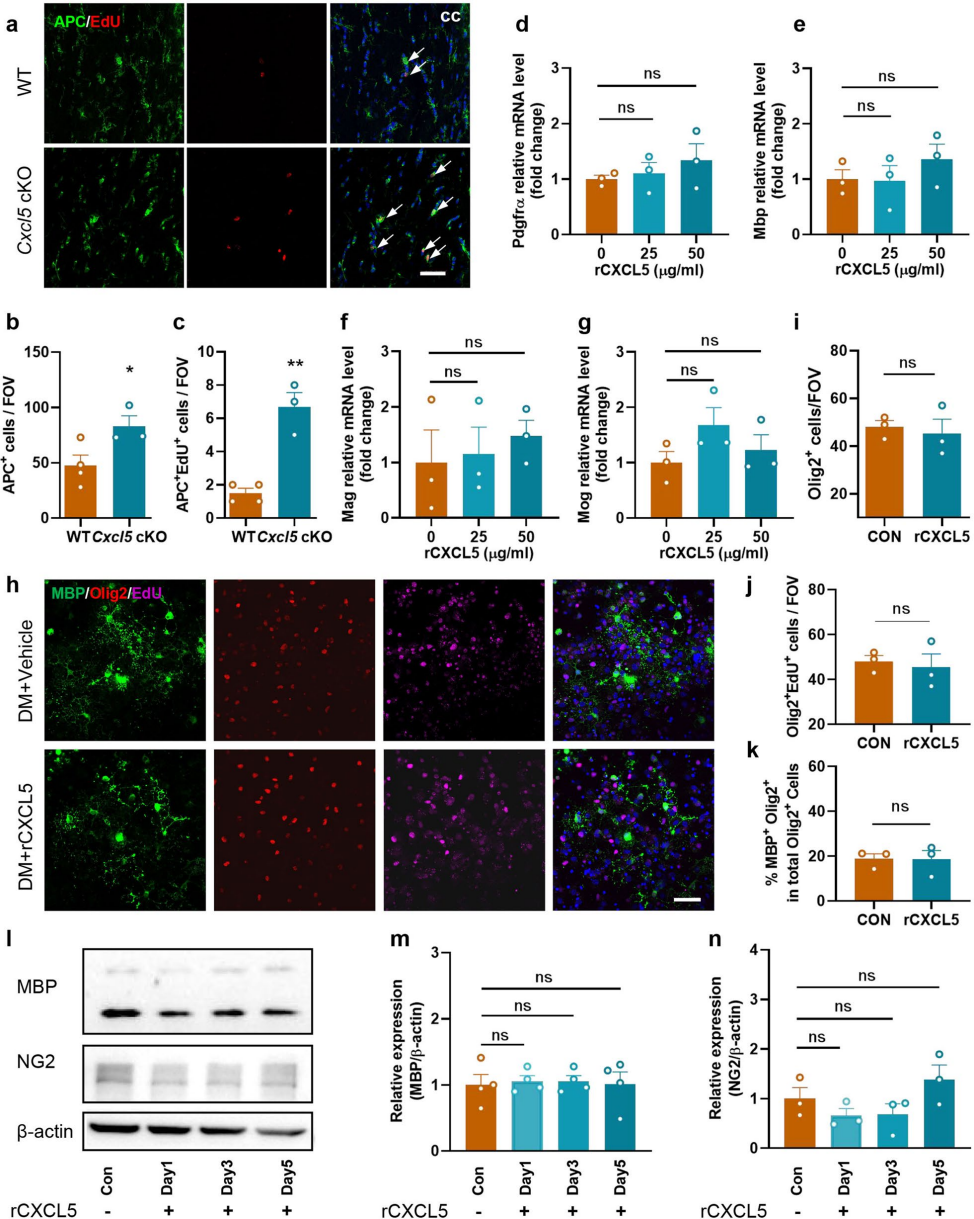
CXCL5 exerted no significant impact on the fate of OPCs. **a**–**c** Representative EdU staining and immunostaining APC (**a**) and quantification of APC^+^ cell (**b**) and EdU^+^APC^+^ cell (**c**) numbers per FOV in the CC in the WT and *Cxcl5* cKO groups at 2 months after surgery. Scale bar = 50 μm. n = 3–4 per group. **d**–**g** The primary OPCs were treated with 25 or 50 μg/ml of rCXCL5 in differentiating medium for 3 days. The mRNA level of OPCs marker Pdgfrα (**d**) and OLs markers Mbp (**e**), Mag (**f**) and Mog (**g**) was measured by qPCR. n = 3 per group. **h**–**k** Primary OPCs were pretreated with rCXCL5 in differentiating medium, and then treated with 10 µM EdU for 24 h. **h** Primary oligodendrocyte lineage cells were labeled by immunofluorescence staining of MBP (green), Olig2 (red) and EdU (pink). Scale bar = 50 μm. **i** Quantification of Olig2^+^ cell numbers in the control and rCXCL5 groups. **j** Quantification of Olig2^+^EdU^+^ cell numbers in the control and rCXCL5 groups. **k** Quantification of the ratio of MBP^+^Olig2^+^ cells among total Olig2^+^ cells in the control and rCXCL5 groups. n = 3 per group. **l**–**n** At the days 1, 3 and 5 during the differentiation phase of OPCs, rCXCL5 was added to the differentiating medium, and finally OLs were collected on day 7. Representative immunoblot bands (**l**) and quantification of MBP (**m**) and NG2 (**n**) normalized to β-actin in OLs. n = 3–4 per group. All data were presented as the mean ± SEM. *p < 0.05, **p < 0.01, ns means no significance. DM: differentiating medium. Student’s t-test for **b**,** c**, **i**, **j** and **k.** One-way ANOVA with Tukey’s post-hoc for **d–g**,** m** and **n**

We further determined whether CXCL5 directly affects the differentiation of OPCs in vitro. rCXCL5 was added to the medium of OPCs, with the optimum concentration (25, 50 μg/ml) determined by the CCK8 test (Additional file 1: Fig. S4a), and our results demonstrated that several characteristic factors marking the differentiation of OPCs showed no meaningful changes after rCXCL5 treatment, including platelet-derived growth factor receptor alpha (Pdgfrα), Mbp, Myelin Associated Glycoprotein (Mag) and Myelin Oligodendrocyte Glycoprotein (Mog) (Fig. 4d–g). In addition, immunofluorescence staining showed that the number of Olig2^+^ cells, EdU^+^Olig2^+^ cells and the ratio of MBP^+^Olig2^+^ cells to total Olig2^+^ cells did not change significantly, suggesting that CXCL5 exerted no direct effect on the proliferation and differentiation of primary OPCs (Fig. 4h–k). To further verify our finding, we added rCXCL5 to primary OPCs at different stages of differentiation, and there were no significant changes in the protein levels of MBP (marker of mature OLs) and neuron-glial antigen 2 (NG2) detected by immunoblot analysis (Fig. 4l–n). Overall, these results told that CXCL5 affects the fate of OL lineage cells indirectly.

### Astrocytic CXCL5 aggravates chronic ischemic WMI in a microglia-dependent manner

CXCR2 is the only known functional receptor for CXCL5 currently [23] and we found that CXCR2 was highly expressed in primary microglia (Fig. 5a and b, AST vs. MG, p = 0.2053; NEUN vs. MG, p < 0.05; OL vs. MG, p < 0.05). Consistently, immunofluorescence staining also demonstrated that CXCR2 was highly expressed in microglia (Fig. 5c). Since the important role of microglia in chronic ischemia-induced WMI, we wondered whether astrocytic CXCL5 influences WMI in chronic cerebral ischemia via modulating the activity of microglia.

**Fig. 5:**
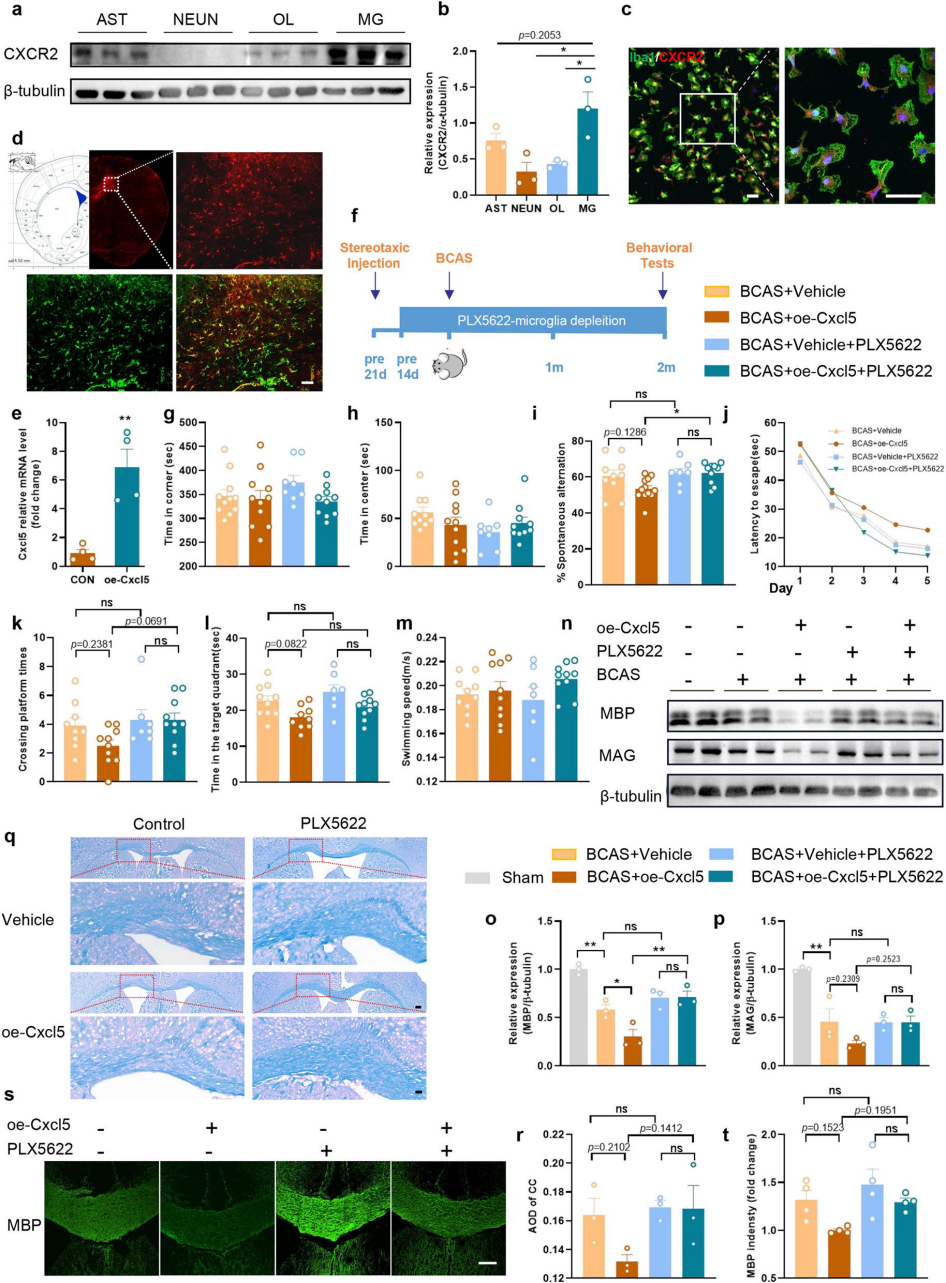
Astrocytic CXCL5 aggravated chronic ischemic WMI in a microglia-dependent manner. **a**, **b** Representative immunoblot bands of CXCR2 and quantification normalized to β-tubulin in primary cells of AST, NEUN, OL and MG. n = 3 per group. **c** Representative images for Iba-1 (green) and CXCR2 (red) double immunostaining in the primary microglia. Scale bar = 50 μm. **d** The rAAV-GFaABC1D-*Cxcl5*-mCherry was injected into the CC. Representative confocal images of mCherry expression within the astrocytes (GFAP). Scale bar = 50 µm (bottom). **e** QPCR analysis of *Cxcl5* expression in the CC at 3 weeks after stereotaxic intracranial injection. n = 4 per group. **f** Experimental design. **g**, **h** Results of the OFT showing the time in the corner and center in four groups. n = 8–11 per group. **i** Results of Y-maze tests showing the spontaneous alternation percentage. n = 7–12 per group. **j**–**m** Results of the MWM test in four groups. **j** Escape latency during the acquisition phase (Days 1–5). Quantification of the crossing platform times (**k**), the time in target quadrant (**l**) and the swimming speed (**m**) of the probe test (Day 6). n = 7–10 per group. **n**–**p** Representative immunoblot bands (**n**) and quantification of MBP (**o**) and MAG (**p**) normalized to β-tubulin in the CC. n = 3 per group. **q**, **r** Representative images of LFB staining in CC and quantification of AOD. Scale bar = 200 μm (top) and 50 μm (bottom). n = 3 per group. **s**, **t** Representative images of immunostaining of MBP and quantification of immunostaining of MBP in the CC. Scale bar = 200 µm. n = 4 per group. All data were presented as the mean ± SEM. *p < 0.05, **p < 0.01, ns means no significance. oe-Cxcl5, overexpression of *Cxcl5*. Two-way ANOVA with Bonferroni's post hoc test for **j**. One-way ANOVA with Tukey’s post-hoc for the others

*Cxcl5* was specifically overexpressed in astrocytes by AAV injection into the CC, and AAV transfection efficiency was evaluated by immunofluorescence staining at 3 weeks after injection (Fig. 5d). Compared with the control group, the mRNA level of *Cxcl5* was significantly increased in the CC of the overexpression group (Fig. 5e). Meanwhile, microglia were removed by feeding PLX5622 (an inhibitor of colony-stimulating factor 1 receptor) to determine whether astrocytic CXCL5 influences white matter damage in a microglia-dependent manner. Dietary intake of PLX5622 for 14 days dramatically reduced the number of microglia in the normal brain (Additional file 1: Fig. S5). Continuation on the PLX5622 diet maintained low numbers of microglia/macrophages in the brain 2 months after BCAS surgery (Fig. 5f).

We randomly divided the same batch of mice into four groups: BCAS + Vehicle, BCAS + Vehicle + PLX5622, BCAS + oe-Cxcl5, BCAS + oe-Cxcl5 + PLX5622, and then we evaluated the cognitive performance of the mice at 2 months after BCAS. Firstly, the OFT illustrated no significant differences in the residence time in the center and corner among all groups (Fig. 5g and h). Then, our results illustrated that decrease in the spontaneous alternations in Y-maze was augmented after astrocytic *Cxcl5* overexpression but mitigated by the depletion of microglia (Fig. 5i). Furthermore, the MWM test illustrated that astrocytic *Cxcl5* overexpression induced mild impairment of spatial memory, while this impairment was rescued when microglia were depleted (Fig. 5j–m). These behavior data suggested that overexpression of *Cxcl5* in astrocytes exacerbate cognitive impairment of BCAS in a microglia-dependent manner. Consistent with the behavior tests, the MBP and MAG protein levels in the CC of mice in each group further confirmed our finding (Fig. 5n-p). Similarly, LFB staining (Fig. 5q and r) and immunofluorescence staining of MBP (Fig. 5s and t) also revealed that astrocytic *Cxcl5* overexpression aggravated white matter damage after BCAS, while depletion of microglia significantly reversed this impact. In summary, our results illustrated that CXCL5 aggravated WMI induced by chronic cerebral ischemia in a microglia-dependent manner.

### CXCL5 hinders microglial clearance of myelin debris

Microglia aggravate WMI mainly by releasing inflammatory cytokines, but they also contribute to the repair process mainly via phagocytosis of myelin debris [24], and we investigated how astrocytic CXCL5 influences WMI via modulating microglial function. The cytotoxicity of rCXCL5 on primary microglia was determined by the CCK8 test, and the optimum concentration of rCXCL5 was ultimately set at 25 μg/ml (Additional file 1: Fig. S4b). Then, we examined the expression of inflammatory cytokines in microglia incubated with rCXCL5 and myelin debris. The results showed that CXCL5 could elevated the level of inos, while no significant changes in il-1β and il-6 were found (Additional file 1: Fig. S6a–c). The expression levels of inflammatory genes were tested in the CC of both the WT and *Cxcl5* cKO mice, and our results indicated that astrocytic CXCL5 exerted no significant impact on the neuroinflammatory response in chronic cerebral ischemia (Additional file 1: Fig. S6d–f).

Subsequently, flow cytometry was used to detect the effect of CXCL5 on the phagocytosis of microglia. We found that rCXCL5 treatment reduced the ability of microglia to phagocytose myelin debris, whereas SB225002 (a CXCR2 antagonist) reversed this effect (Fig. 6a and b), which was further confirmed by the immunofluorescence staining (Fig. 6c and d). In addition, astrocytes extracted from *Cxcl5* cKO mice or their WT littermates were co-cultured with primary microglia and then myelin debris was added. Our results showed an enhanced phagocytic capacity in primary microglia when co-cultured with astrocytes from the cKO mice (Additional file 1: Fig. S7a–c). To determine the impact of CXCL5 on microglial phagocytosis of myelin debris in vivo, triple-labeling of Iba-1, CD68 (Cluster of Differentiation 68, a well-described marker of microglial phagolysosomes) and dMBP (damaged myelin basic protein) was performed. Our results demonstrated that the number of Iba-1^+^CD68^+^ microglia in the STR was increased in *Cxcl5* cKO group compared with WT group (Fig. 6e and f). Similarly, cKO group displayed enhanced spatial contact between CD68-positive microglia and dMBP (Fig. 6g). By 3D-confocal, we confirmed that the microglia could phagocytose myelin debris (Fig. 6h). Moreover, approximately twice the volume of dMBP was engulfed within CD68 in cKO microglia compared with WT microglia on average (Fig. 6i). In addition, the levels of phagocytosis related proteins (AXL receptor tyrosine kinase [AXL], Mer receptor tyrosine kinase [MERTK], lysosomal-associated membrane protein 1 [LAMP1] and CD68) were increased in the CC of *Cxcl5* cKO mice after BCAS (Fig. 6j–n). In summary, these results demonstrated that astrocytic CXCL5 hindered microglial phagocytosis of myelin debris.

**Fig. 6:**
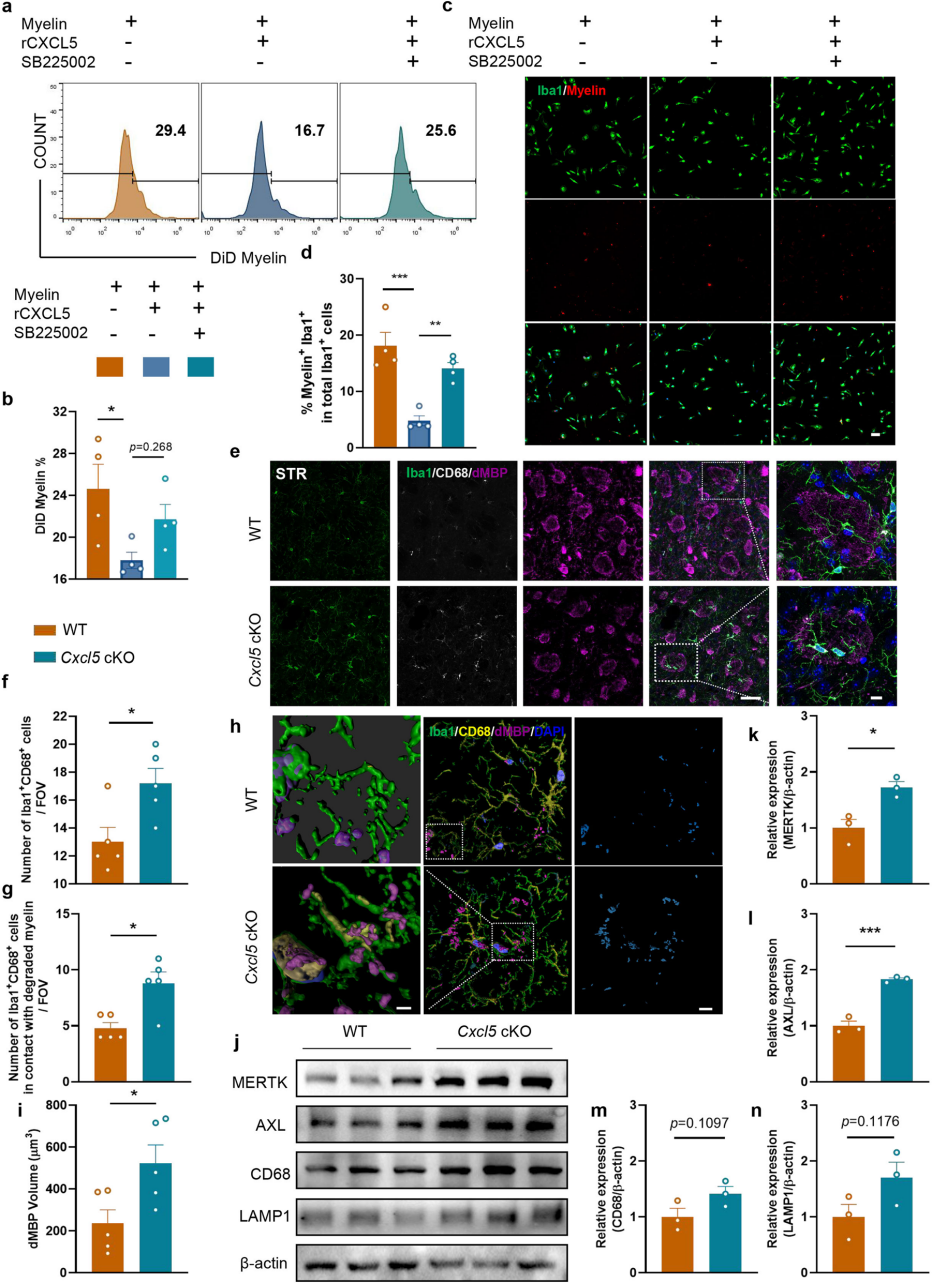
CXCL5 hindered microglia-mediated clearance of myelin debris. **a**, **b** Primary microglia were pretreated with rCXCL5 or rCXCL5 + SB225002 for 0.5 h, then incubated with myelin debris (0.01 mg/ml) stained with DiD for 1 h, primary microglia were collected (**a**) and the ratio of microglia phagocytosing myelin debris (DiD^+^ cells) among total cells were conducted by the flow cytometer (**b**). n = 4 per group. **c**, **d** Primary microglia were pretreated with rCXCL5 or rCXCL5 + SB225002 for 0.5 h, and then incubated with myelin debris (0.01 mg/ml) stained with DiI for 0.5 h. **c** Representative images for Iba-1 (green) and Myelin (red) double immunostaining. Scale bar = 50 μm. **d** Quantification of the ratio of Myelin^+^Iba-1^+^ cells among total Iba-1^+^ cells. n = 4 per group. **e**–**i** Immunostaining of Iba-1 (green)/dMBP (pink)/CD68 (grey)/DAPI (blue) in STR at 2 months after BCAS (**e**). Scale bar = 50 μm (left) and 20 μm (right). Quantification in the FOV in 50 μm images. **f** Quantification of Iba-1^+^CD68^+^ cell numbers in the WT and *Cxcl5* cKO groups. **g** Quantification of Iba-1^+^CD68^+^ cell numbers adhered to dMBP. n = 5 mice per group. **h** Imaris-rendered Iba-1 (green), dMBP (pink) and CD68 (yellow) with the completely localized dMBP-CD68-Iba-1 (engulfed) channel in cyan. Scale bar = 3 μm(left) and 10 μm (middle and right). **i** Quantification of the average volume of dMBP in per Iba-1^+^CD68^+^ cell in the WT and *Cxcl5* cKO groups. n = 5 per group. **j–n** Representative immunoblot bands (**j**) and quantification of MERTK (**k**), AXL (**l**), CD68 (**m**) and LAMP1 (**n**) normalized to β-actin in the CC. n = 3 per group. All data were presented as the mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ns means no significance. One-way ANOVA with Tukey’s post-hoc for **b** and** d**. Mann–Whitney test for **g**. Student’s t-test for the others

## Discussion

WMI is an invariant feature of CSVD, which induces CSVD-related cognitive decline [25, 26]. Glial cells, including astrocytes and microglia, have been widely reported to participate in CSVD-induced WMI, both in the damage and repair process [13, 27, 28]. Thus, key molecules modulating the function of the glial cells might be novel therapeutic targets for CSVD. Here, we found that CXCL5 was up-regulated mainly in astrocytes in the CC region in a mouse model of BCAS, a widely accepted animal model of CSVD with WMI and cognitive decline. Interestingly, astrocyte-specific deletion of *Cxcl5* alleviated WMI and cognitive decline in BCAS mice. Moreover, astrocyte-derived CXCL5 exerted its function of aggravating WMI and cognitive decline in BCAS mice in a microglia-dependent manner. In addition, CXCL5 inhibited the function of microglia in clearing myelin debris.

CXCL5 is an inducible cytokine in glial cells following proinflammatory stimulation. CXCL5 exerts its biological function via interaction with the CXCR2 receptor. It has been widely reported that CXCL5 promotes the chemotaxis of neutrophils [29–31]. CXCL5 has been reported to influence the glial cells-mediated neuroinflammation and the WMI in CNS diseases. However, the role of CXCL5 in CSVD remains uninvestigated. Here, using transcriptome sequencing analysis, we found that CXCL5 was significantly elevated in the CC area of BCAS mice, and we further revealed an up-regulated level of CXCL5 in the serum of BCAS mice. In addition, we found that CXCL5 was mainly released by astrocytes in the BCAS model. 

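On the microarrays, Cxcl5 was measured by 1 probe, A_55_P1990032, which lies on chromosome 5 of mm9 from 91190490 to 91190549 and was well above background on all 6 arrays. Its log2 signal relative to the 75th percentile was -4.06 ± 0.66 (SD, n = 3) in Sham mice and -1.41 ± 0.54 (SD, n = 3) in BCAS mice. The single Sham values were -4.81, -3.81 and -3.56, and the BCAS values were -1.64, -1.79 and -0.79, so that each BCAS mouse was above each Sham mouse (exact permutation test, two-sided, p = 0.1, the smallest value that 3 against 3 allow). This is a 6.29-fold increase, with a standard error of 0.40 on the log2 scale and an unadjusted p of 4.59e-04 by limma. Adjusted over the 14 genes alone the p was 0.00161 by limma, which is not independent evidence because the list was chosen on these samples. Adjusted over all probes tested the p of Cxcl5 was 0.260 by limma, so that it did not pass that adjustment. With each array left out in turn, the log2 fold change stayed between 2.28 and 2.90. It was 2.42 with the slide as a block, where the estimate rests on BCAS replicate 1, the BCAS array on the slide of the Sham arrays. It fell furthest, to 1.01, when the mean of a list of ependymal cell genes was added to the fit, an alternative chosen after the values were seen. The means of this list do not overlap between the groups, so that the added term takes up part of the group difference itself. The paper states from the array comparison that CXCL5 was elevated in the CC of BCAS mice, and followed it with a measurement in serum. It also reports a rise in the CC by qPCR and by ELISA, which were not analysed here.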

Functionally, our study revealed that astrocyte specific *Cxcl5* knockout improved chronic cerebral ischemia-induced WMI and related cognitive decline, which was partly attributed to the enhanced clearance of myelin debris mediated by microglia. In vitro studies confirmed that rCXCL5 protein significantly inhibited microglial phagocytosis of myelin debris. CXCL5 has been reported to induce astrocytosis and aggravate BBB injury [10], thus the influence of CXCL5 on astrocytes and endothelial cells in CSVD needs further investigation.

The debris derived from damaged myelin and brain cells inhibit the differentiation of OPCs [32, 33], which is a major obstacle of the remyelination process in CSVD. The clearance of these debris mediated by mononuclear phagocytosis, especially microglial phagocytosis, improves the microenvironment for OPCs differentiation and contributes to the restoration of WMI [34, 35]. Interestingly, microglia do not play their function of phagocytosis independently, but are influenced by other brain cells, especially astrocytes. Astrocytes and microglia manifest close crosstalk in the normal brain and in the progression of CNS diseases, and astrocytes have been reported to modulate microglial phagocytosis in various CNS diseases. For example, He et al. defined an astrocyte-microglia circuit mediated by the IL-33-ST2-AKT signaling axis supporting microglial metabolic adaptation and phagocytic function, the disruption of which impairs neurodevelopment [36]. Vainchtein et al. also reported that astrocyte-derived IL-33 promoted microglial engulfment of synaptic proteins to restrict excitatory synapse numbers during development [37]. Currently, the crosstalk between astrocytes and microglia in CSVD remains poorly studied. In this study, we revealed that CXCL5-CXCR2 signaling mediated a novel astrocyte-microglia circuit in CSVD, as astrocyte-derived CXCL5 aggravated WMI and cognitive decline via inhibiting microglial phagocytosis of myelin debris after binding to microglial CXCR2. Moreover, deletion of microglia was found to rescue the exacerbated WMI and cognitive decline induced by astrocytic *Cxcl5* overexpression.

Microglial phagocytosis of myelin debris is a sophisticated process, involving multiple key molecules. Firstly, once myelin is damaged, “eat me” signal, like phospholipid phosphatidylserine, is exposed. After sensing by microglia, soluble opsonins, like galectin-3 (Gal-3), growth arrest-specific protein 6 (Gas6) and milk fat globule EGF factor 8 (MFG-E8), are released and bind to the “eat me” signal. At last, the opsonins are recognized and bond by the phagocytic receptors on microglia, like AXL and MERTK [34, 35, 38]. In this study, CXCL5 was proven to inhibit microglial phagocytosis of myelin debris in BCAS mice, which might be attributed to the reduction of phagocytosis-associated molecules, such as AXL and MERTK, while the potential mechanism underlying this action of CXCL5 still need further investigation. In addition, BCAS was used as an animal model of CSVD mimicking chronic ischemic hypoperfusion. Although WMI and related cognitive decline were successfully induced, there exists obvious defects in this model. Most importantly, the cerebral hypoperfusion is artificially caused by the stenosis of large arteries instead of small vessels in BCAS, since which is induced by narrowing of the carotid artery with microcoils [39]. Moreover, the BCAS model lacks the major factors associated with CSVD, aging and hypertension [40, 41]. Thus, more suitable models are needed to explore the roles of CXCL5 in CSVD in the future. More importantly, further studies are needed to investigate the clinical impacts of CXCL5 on CSVD, like determining whether the level of CXCL5 in the blood of CSVD patients is elevated and the correlation between the level of CXCL5 and the prognosis of CSVD patients.

## Conclusions

Our study revealed that astrocyte-derived CXCL5 aggravated WMI and cognitive decline by inhibiting microglial phagocytosis of myelin debris, suggesting a novel astrocyte-microglia circuit mediated by CXCL5-CXCR2 signaling in chronic cerebral ischemia.

## Supplementary Information

**Additional file 1: Figure S1.** Construction strategy diagram of specific *Cxcl5* knockout in astrocyte of GFAP-Cre: *Cxcl5*^fl/fl^ mice. **Figure S2.** CXCL5 was co-stained with neurons, oligodendrocyte lineage cells or microglia in the BCAS group. **Figure S3.** *Cxcl5* cKO and WT littermates showed no significant baseline neurobehavioural differences. **Figure S4.** Effects of rCXCL5 on cell viability. **Figure S5.** Dietary intake of PLX5622 dramatically reduced the number of microglia in the brain. **Figure S6.** Effects of CXCL5 on microglial inflammatory cytokines in vitro and in vivo. **Figure S7.** Phagocytosis of microglia in co-culture with astrocytes. **Table S1.** Primer sequences for identification of *Cxcl5* cKO mice. **Table S2.** Details of the compounds. **Table S3.** Details of the primer sequences.

## Data Availability

The microarray data are deposited in the Gene Expression Omnibus (GEO) database with the accession number GEO: GSE220106. All other data supporting the findings of this study are available from the corresponding author upon reasonable request.

## Abbreviations

AAV: Adeno-associated virus
AOD: Average optical density
AXL: AXL receptor tyrosine kinase
BBB: Blood brain and barrier
BCAS: Bilateral carotid artery stenosis
CAPs: Compound action potentials
CC: Corpus callosum
CD68: Cluster of Differentiation 68
cKO: Conditional knockout
CNS: Central nervous system
CSVD: Cerebral small vascular disease
CTX: Cortex
CXCL5: C-X-C motif chemokine ligand 5
CXCR2: C-X-C motif chemokine receptor 2
DM: Differentiating medium
dMBP: Damaged myelin basic protein
DTI: Diffusion Tensor Imaging
EC: External capsule
FA: Fractional anisotropy
FOV: Field of view
IC: Internal capsule
LAMP1: Lysosomal-associated membrane protein 1
LFB: Luxol Fast Blue
Mag: Myelin Associated Glycoprotein
MBP: Myelin basic protein
MERTK: Mer receptor tyrosine kinase
Mog: Myelin Oligodendrocyte Glycoprotein
MRI: Magnetic resonance imaging
MWM: Morris Water Maze
NFH: Neurofilament-heavy
NG2: Neuron-glial antigen 2
NLRP3: NOD-like receptor thermal protein domain associated protein 3
OD: Optical density
OGD/R: Oxygen–glucose deprivation/reoxygenation
OLs: Oligodendrocytes
OPCs: Oligodendrocyte progenitor cells
OPC/OLs: Primary oligodendrocyte lineage cells
Pdgfrα: Platelet-derived growth factor receptor alpha
PMG: Primary microglia
qPCR: Quantitative real-time PCR
rCXCL5: Recombinant CXCL5
STR: Striatum
WMI: White matter injury
WT: Wild type

# Supplementary material for: Astrocytic CXCL5 hinders microglial phagocytosis of myelin debris and aggravates white matter injury in chronic cerebral ischemia
**Source:** J Neuroinflammation. 2023 May 3;20:105. doi: 10.1186/s12974-023-02780-3
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Construction strategy diagram of specific Cxcl5 knockout in astrocyte of GFAP-Cre: Cxcl5fl/fl mice. Figure S2. CXCL5 was co-stained with neurons, oligodendrocyte lineage cells or microglia in the BCAS group. Figure S3. Cxcl5 cKO and WT littermates showed no significant baseline neurobehavioural differences. Figure S4. Effects of rCXCL5 on cell viability. Figure S5. Dietary intake of PLX5622 dramatically reduced the number of microglia in the brain. Figure S6. Effects of CXCL5 on microglial inflammatory cytokines in vitro and in vivo. Figure S7. Phagocytosis of microglia in co-culture with astrocytes. Table S1. Primer sequences for identification of Cxcl5 cKO mice. Table S2. Details of the compounds. Table S3. Details of the primer sequences.

**Supplemental material for**

**Astrocytic CXCL5 hinders microglial phagocytosis of myelin debris and aggravates white matter injury in chronic cerebral ischemia**

Qian Cao, Jian Chen, Zhi Zhang, Shu Shu, Yi Qian, Lixuan Yang, Lushan Xu, Yuxin Zhang, Xinyu Bao, Shengnan Xia, Haiyan Yang, Yun Xu, Shuwei Qiu

**This file includes:**

**Figure S1 to S5**

Figure S1. Construction strategy diagram of specific *Cxcl5* knockout in astrocyte of GFAP-Cre: *Cxcl5*^fl/fl^ mice**.**

Figure S2. CXCL5 was co-stained with neurons, oligodendrocyte lineage cells or microglia in the BCAS group.

Figure S3. *Cxcl5* cKO and WT littermates showed no significant baseline neurobehavioural differences.

Figure S4. Effects of rCXCL5 on cell viability.

Figure S5. Dietary intake of PLX5622 dramatically reduced the number of microglia in the brain.

Figure S6. Effects of CXCL5 on microglial inflammatory cytokines *in vitro* and *in vivo*.

Figure S7. Phagocytosis of microglia in co-culture with astrocytes.

**Table S1 to S3**

Table S1. Primer sequences for identification of *Cxcl5* cKO mice.

Table S2. Details of the compounds.

Table S3. Details of the primer sequences.

**Additional Figures:**

**
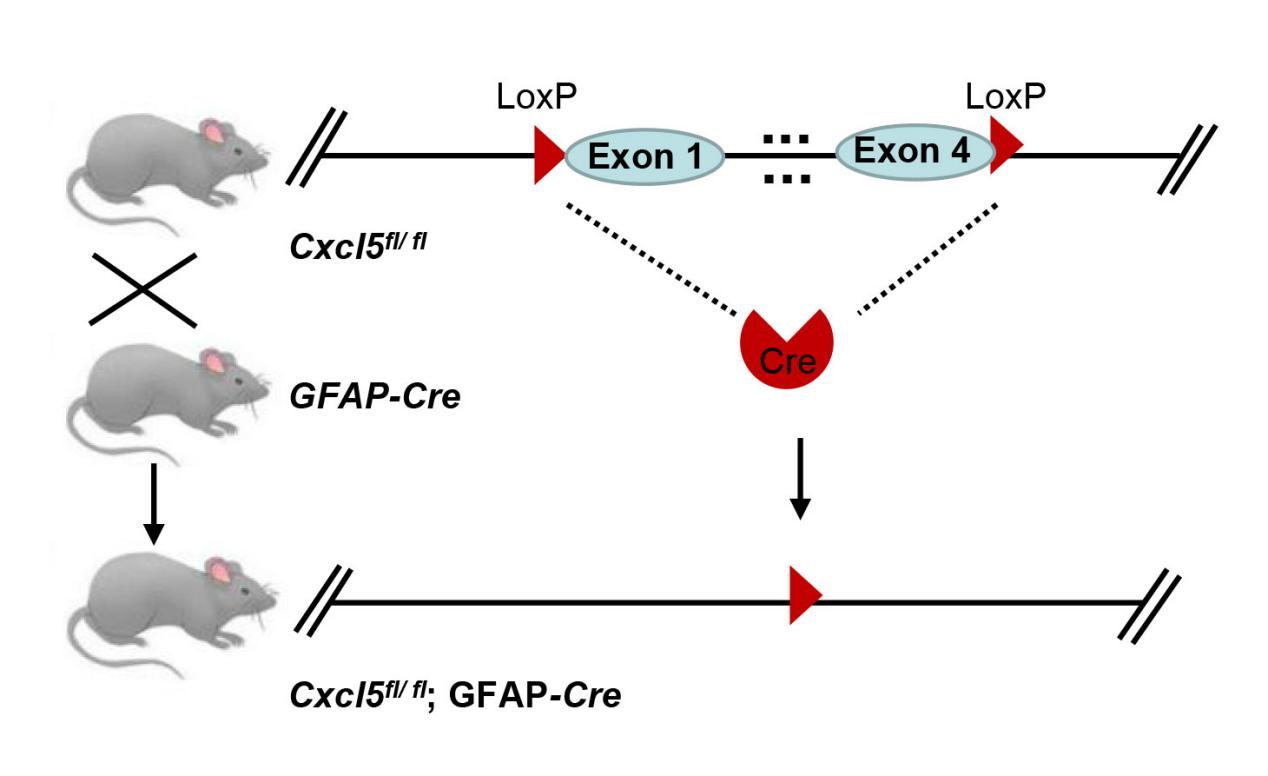
**

**Additional Figure S1. Construction strategy diagram of specific *Cxcl5* knockout in astrocyte of GFAP-Cre: *Cxcl5*^fl/fl^ mice.**

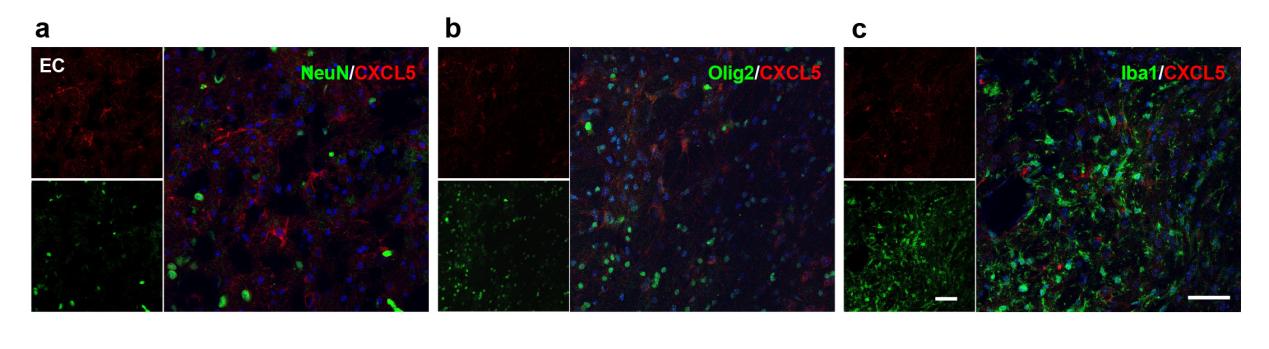

**Additional Figure S2. CXCL5 was co-stained with neurons, oligodendrocyte lineage cells or microglia in the BCAS group.**

Representative images of immunostaining against NeuN (a), Olig2 (b), Iba-1 (c) and CXCL5 in the BCAS groups. (Bar = 50 μm). EC, external capsule.

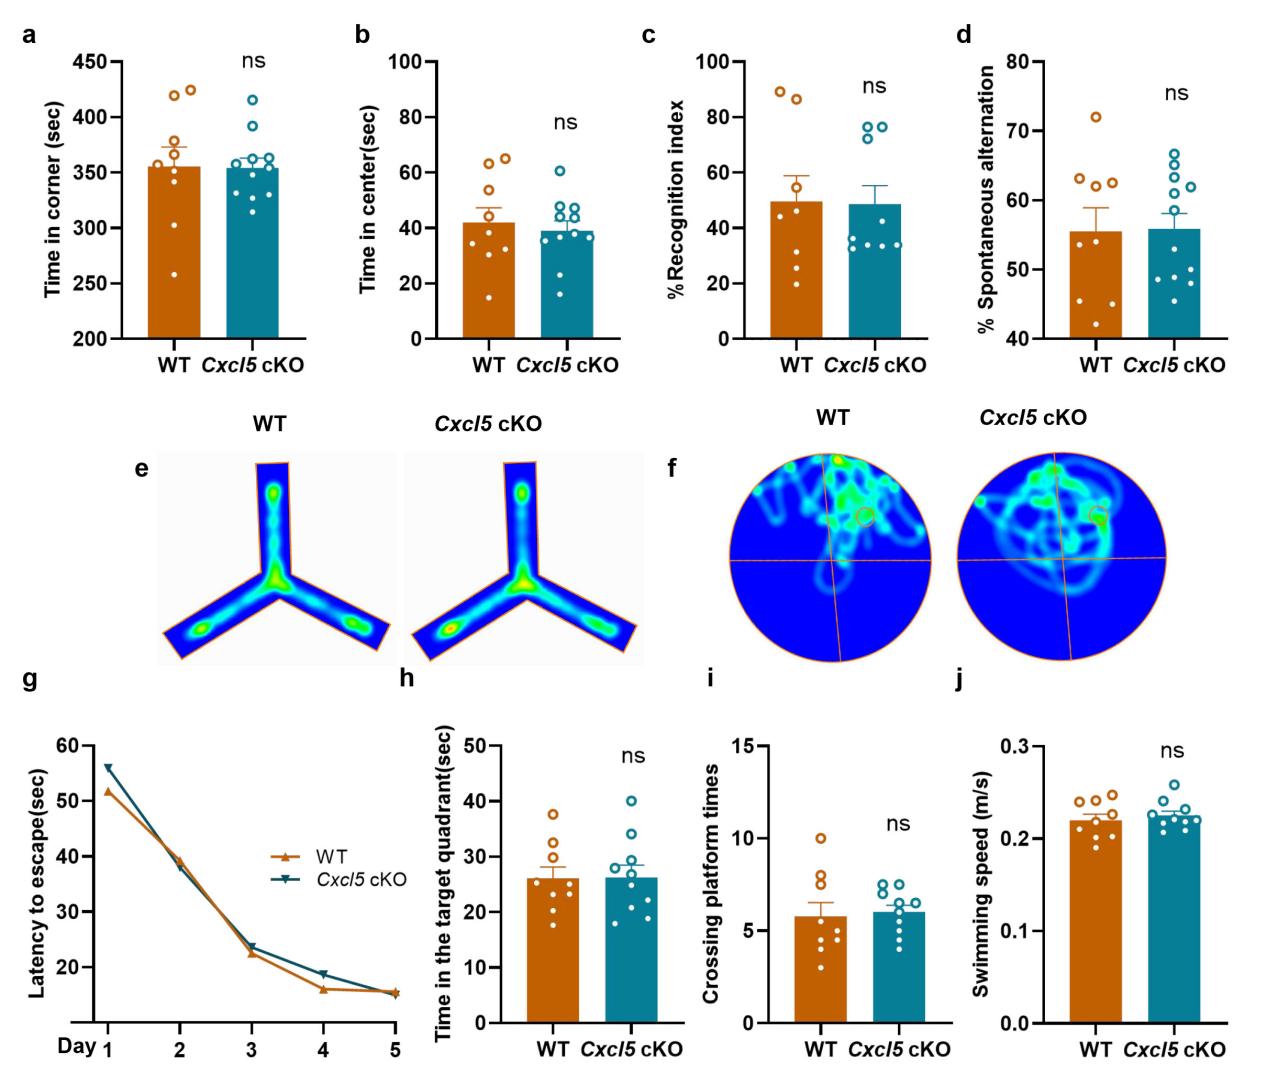

**Additional Figure S3. *Cxcl5* cKO mice and WT littermates were no significant basal differences in the neurobehavioral tests.**

**(a-b)** Results of the OFT showing the time spent in the corner area (a) and center area (b) in the WT and Cxcl5 cKO groups. n = 9-11 per group.

**(c)** Results of the NOR showing the recognition index percentage. n = 8-9 per group.

**(d-e)** Results of Y-maze tests showing the spontaneous alternation percentage (d) and representative heatmaps (e). n = 9-12 per group.

**(f-j)** Results of the MWM test. Representative heatmaps (f), escape latency during the acquisition phase (Days 1–5) (g), the time in target quadrant (h), the crossing platform times (i) and the swimming speed (j) of the probe test (Day 6). n = 9-12 per group.

All data were presented as the mean ± SEM. ns means no significance. Two-way ANOVA with Bonferroni's post hoc test for **g**. Mann–Whitney test for **c**.Student’s t-test for the others.

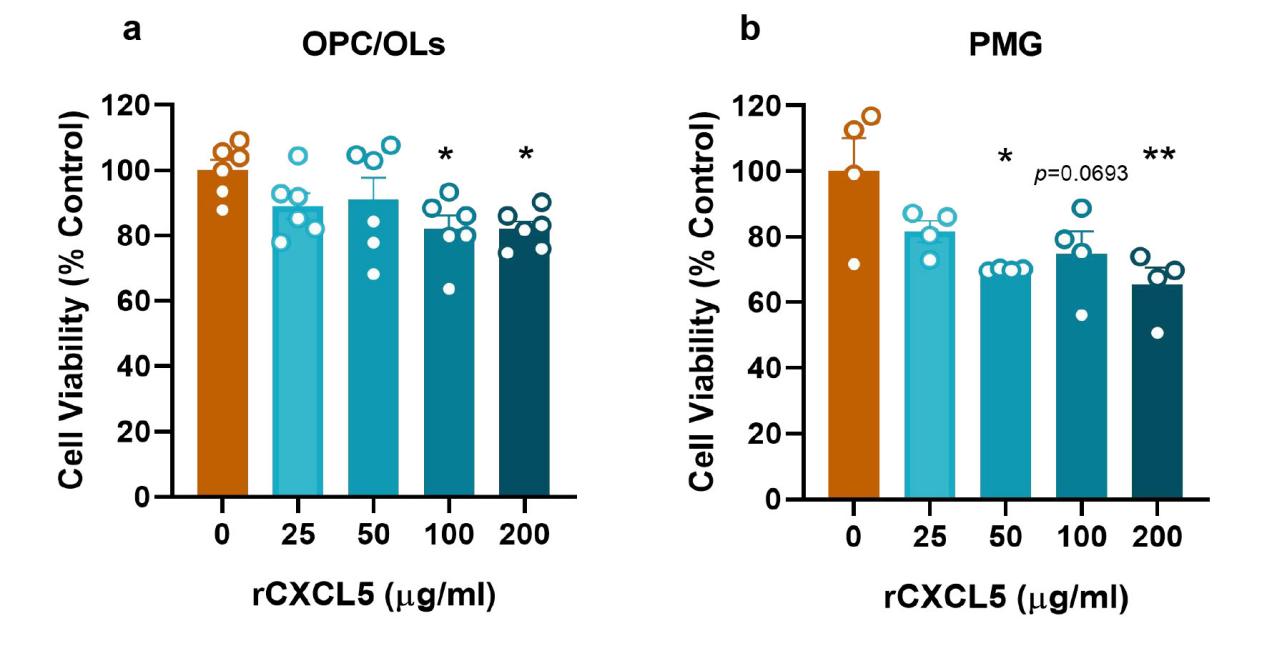

**Additional Figure S4. Effects of rCXCL5 on cell viability.**

**(a)** Primary oligodendrocyte lineage cells were treated with different doses of rCXCL5 (25, 50, 100 or 200 μg/ml). 24 h later, the CCK-8 assay was added to evaluate cell viability. n = 6 per group.

**(b)**Primary microglia were treated with different doses of rCXCL5 (25, 50, 100 or 200 μg/ml). 24 h later, the CCK-8 assay was added to evaluate cell viability. n = 4 per group.

All data were presented as the mean ± SEM. *p < 0.05, ns means no significance. PMG, primary microglia; OPC/OLs, Primary oligodendrocyte lineage cells. One-way ANOVA with Tukey’s post-hoc.

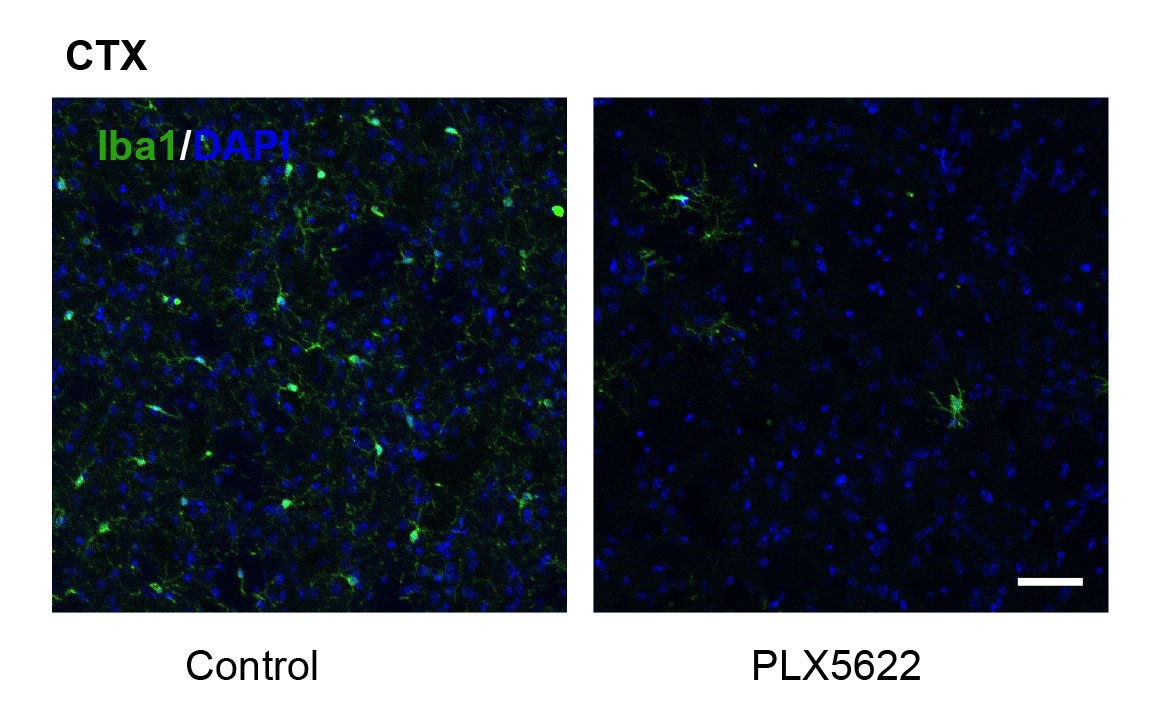

**Additional Figure S5. Dietary intake of PLX5622 dramatically reduced the number of microglia in the brain.**

Representative images of immunostaining of Iba-1 in control and PLX5622 groups at 2 months after surgery. Scale bar = 50 µm. CTX, cortex.

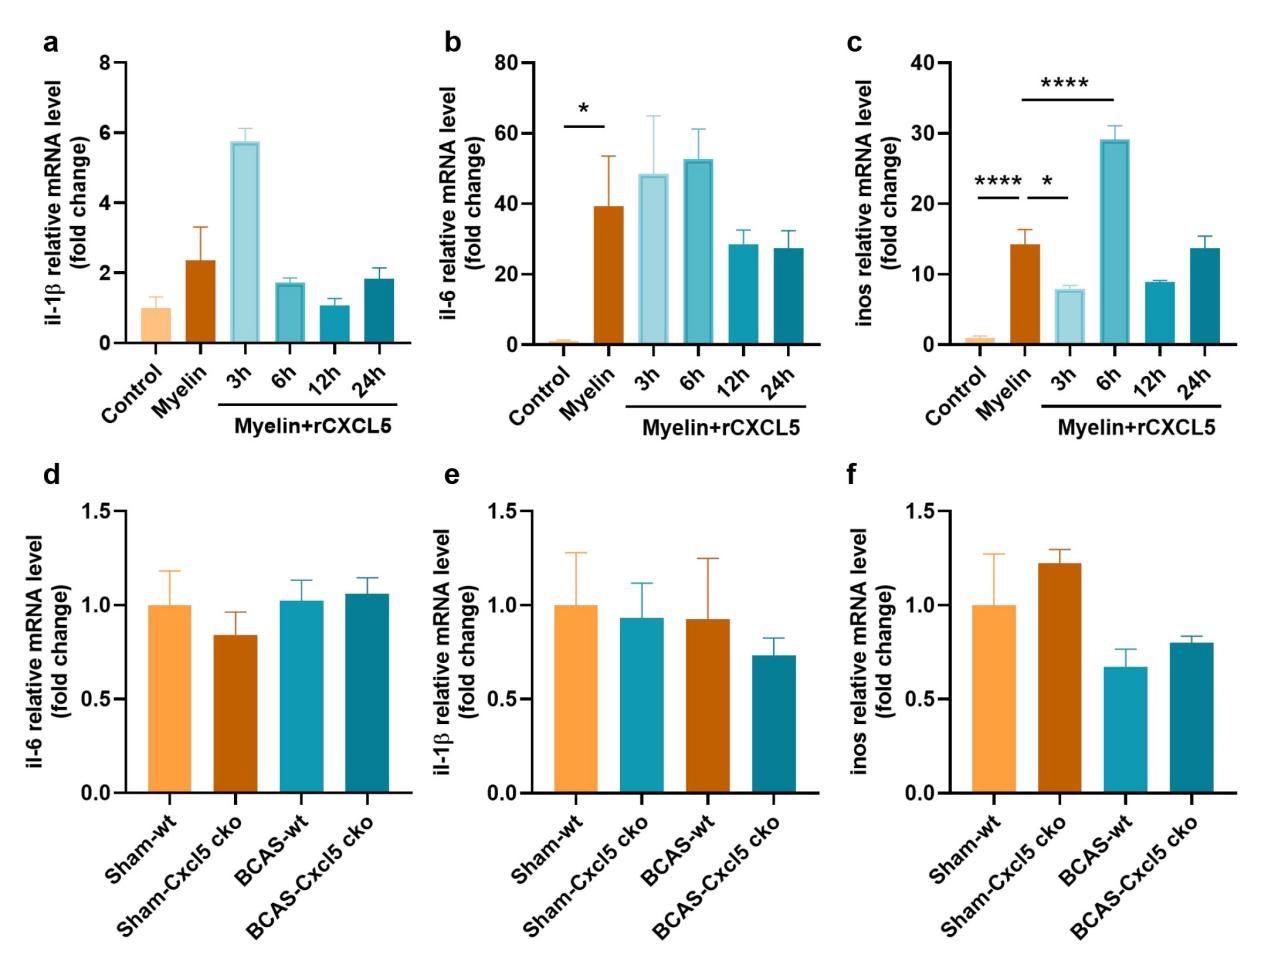

**Additional Figure S6. Effects of CXCL5 on microglial inflammatory cytokines *in vitro* and *in vivo*.**

**(a-c)** Primary microglia were pretreated with rCXCL5 for 0.5 h, then incubated with myelin debris for different time points. The expression of il-1β (a), il-6 (b) and inos (c) were measured at different time points by qPCR. n = 3-4 per group.

**(d-f)** The mRNA level of il-1β (d), il-6 (e) and inos (f) were measured in CC in the WT and *Cxcl5* cKO groups by qPCR. n = 4-5 per group.

All data were presented as the mean ± SEM. *p < 0.05, ***p < 0.001, ****p < 0.0001, ns means no significance. Kruskal–Wallis test with Tukey’s post-hoc for **a**. One-way ANOVA with Tukey’s post-hoc for the others.

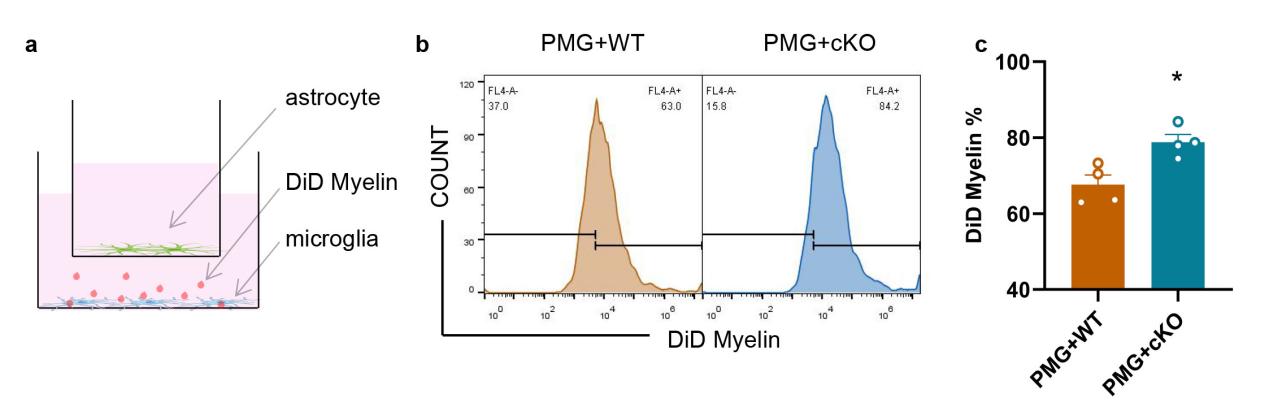
**Additional Figure S7. Phagocytosis of microglia in co-culture with astrocytes.**

(a) Experimental design. (b-c) Primary microglia (PMG) were co-cultured with primary astrocytes from astrocyte conditional *Cxcl5* knockout (cKO) mice and their WT controls for 24 h, then incubated with myelin debris (0.05 mg/ml) stained with DiD for 1 h, primary microglia were collected (b) and the ratio of microglia phagocytosing myelin debris (DiD^+^ cells) among total cells were conducted by the flow cytometer (c). n = 4 per group. All data were presented as the mean ± SEM. *p < 0.05. Student’s t-test.

**Supplementary Tables：**

**Supplementary Table 1.**

Primer sequences for identification of *Cxcl5* cKO mice

| Primer Name | Sequence |
| --- | --- |
| JS09603-Cxcl5-3wt-tF1 | GGCAAATTCACAGTTTGGCAC |
| JS09603-Cxcl5-3wt-tR1 | TAAGCCAGGTTGCTGACTTTAGG |
| H11-tF2 | ATGCCCACCAAAGTCATCAGTGTAG |
| 3722-mGFAP-iCre-KI-5tR1 | TCAGCAACGCTGGAGAATCCC |
| H11-wt-tF1 | CAGCAAAACCTGGCTGTGGATC |
| H11-wt-tR1 | ATGAGCCACCATGTGGGTGTC |

**Supplementary Table 2.**

Details of the compounds

| **Compound** | **Manufacturer** | **Catalog number** |
| --- | --- | --- |
| Rabbit anti-NG2 | Millipore | AB5320 |
| Rabbit anti-dMBP | Millipore | AB5864 |
| Rabbit anti-Olig2 | Millipore | ABN899 |
| Mouse anti-APC | Millipore | OP80 |
| Rabbit anti-MBP | Abcam | ab7349 |
| Mouse anti-MAG | Abcam | ab89780 |
| Rabbit anti-MERTK | Abcam | ab95925 |
| Goat anti-Iba1 | Abcam | ab178846 |
| Mouse anti-NeuN | Abcam | ab104224 |
| Rabbit anti-NFH | Abcam | ab8135 |
| Rat anti-CD68 | Abcam | ab53444 |
| Rabbit anti-LAMP1 | Abcam | ab24170 |
| Rabbit anti-β-Actin | Bioworld | AP0060 |
| Rabbit anti-β-Tubulin | Bioworld | AP0064 |
| Goat anti-Axl | R&D Systems | AF854 |
| Rabbit anti-CXCL5 | Biorbyt | orb389659 |
| Mouse anti-GFAP | Cell Signaling Technology | 3670S |
| Rabbit anti-CXCR2 | Thermo Fisher Scientific | PA5-100951 |
| Recombinant Mouse LIX Protein | R&D Systems | 433-MC |

**Supplementary Table 3.**

Details of the primer sequences

| Primer Name | Sequence |
| --- | --- |
| Cxcl5 forward | TCCAGCTCGCCATTCATGC |
| Cxcl5 reverse | TTGCGGCTATGACTGAGGAAG |
| Gapdh forward | AGGTCGGTGTGAACGGATTTG |
| Gapdh reverse | TGTAGACCATGTAGTTGAGGTCA |
| Mog forward | AGCTGCTTCCTCTCCCTTCTC |
| Mog reverse | ACTAAAGCCCGGATGGGATAC |
| Mag forward | CTGCCGCTGTTTTGGATAATGA |
| Mag reverse | CATCGGGGAAGTCGAAACGG |
| Mbp forward | GACCATCCAAGAAGACCCCAC |
| Mbp reverse | GCCATAATGGGTAGTTCTCGTGT |
| Pdgfra Forward | TCCATGCTAGACTCAGAAGTCA |
| Pdgfra Reverse | TCCCGGTGGACACAATTTTTC |
| Aim2 Forward | GTCACCAGTTCCTCAGTTGTG |
| Aim2 Reverse | CACCTCCATTGTCCCTGTTTTAT |
| Ccl21a Forward | GTGATGGAGGGGGTCAGGA |
| Ccl21a Reverse | GGGATGGGACAGCCTAAACT |
| Fmn1 Forward | CAGCAGCCAAACGAACATCC |
| Fmn1 Reverse | CTCCTGCAACTTTCCCTCCT |
| Crhr1 Forward | GGGCAGCCCGTGTGAATTATT |
| Crhr1 Reverse | ATGACGGCAATGTGGTAGTGC |
| Cplx3 Forward | TGGAGCGAGATGCACAGTTC |
| Cplx3 Reverse | GGGCAGACGGTATTTGTCTCT |
| Figf Forward | TTGAGCGATCATCCCGGTC |
| Figf Reverse | GCGTGAGTCCATACTGGCAAG |
| Nr4a2 Forward | GTGTTCAGGCGCAGTATGG |
| Nr4a2 Reverse | TGGCAGTAATTTCAGTGTTGGT |
| Pik3cg Forward | GCTCTTCGCCATCACACAAAC |
| Pik3cg Reverse | GGCATTCCTGTCATCAGCATC |
| Gpnmb Forward | TGCCAAGCGATTTCGTGATGT |
| Gpnmb Reverse | GCCACGTAATTGGTTGTGCTC |
| Ptger4 Forward | CCATTCCCGCAGTGATGTTCA |
| Ptger4 Reverse | TGCGCGACTTGCACAATACTA |
| P2rx7 Forward | GACAAACAAAGTCACCCGGAT |
| P2rx7 Reverse | CGCTCACCAAAGCAAAGCTAAT |
| Ppbp Forward | CTCAGACCTACATCGTCCTGC |
| Ppbp Reverse | GTGGCTATCACTTCCACATCAG |
| Postn Forward | CCTGCCCTTATATGCTCTGCT |
| Postn Reverse | AAACATGGTCAATAGGCATCACT |
| il-1b Forward | CTCACAAGCAGAGCACAAGC |
| il-1b Reverse | CAGTCCAGCCCATACTTTAGG |
| il-6 Forward | GCTGGTGACAACCACGGCCT |
| il-6 Reverse | AGCCTCCGACTTGTGAAGTGGT |
| inos Forward | CAAGCACCTTGGAAGAGGAG |
| inos Reverse | AAGGCCAAACACAGCATACC |

How the deposited data were processed for this re-analysis (not part of the article)

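Gene expression in the CC was measured in 3 Sham and 3 BCAS mice 2 months after surgery, with 1 Agilent 1-colour array per replicate. The authors scanned the arrays and used Feature Extraction version 10.7.1.1 to deposit, for each spot, a background-subtracted and detrended intensity on a linear scale, the mean spot and median local background intensity, and flags for spots well above background, saturated or uneven. The authors also deposited a table of processed log2 values, 1 per probe and array, whose columns share 1 set of quantiles, as after quantile normalization. The paper names Genespring for the basic analysis of the raw data, and its text does not name the normalization. The probe positions in the scanner files are on mm9.

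From the scanner files, the log2 of the processed intensity minus the 75th percentile of each array was used, without control spots and outlier spots, and the spots of a probe were averaged. Probes well above background on at least 3 of the 6 arrays were kept, which left 37697 of 56605. BCAS was compared with Sham in R version 4.3.3 with limma version 3.58.1 (lmFit and eBayes, Benjamini-Hochberg adjustment over the probes tested). The paper's threshold of a fold change over 2 and p under 0.05 was applied to the same fit. A gene was taken by its probe with the highest mean over the 6 arrays. Among the 24336 distinct names on the tested probes, 17937 were found among the symbols and synonyms of the gene table of GRCm38.p6, which was used for names and neighbours only, and the other names are those of the array design.

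Genes were named by a rule set beforehand: the 14 genes of Fig. 1b, the other genes the paper names that are on the array, the CXCR2 ligands Cxcl1, Cxcl2 and Cxcl3, genes of the X and Y chromosomes as a check of the sex, members of a reported marker list, and the 5 genes with the largest rise and the 5 with the largest fall among probes with a gene name, well above background on all 6 arrays, whose groups do not overlap. A probe counted as having a gene name where its name was found in the gene table, which leaves out probes listed only by a transcript. Fewer than 5 genes in each direction had an adjusted p under 0.05, so the fold and unadjusted p threshold was used for that choice, as the rule provides. In total 22 lists of marker genes (neurons, cortical excitatory, deep cortical, striatal and hippocampal neurons, choroid plexus, ependymal cells, meningeal fibroblasts, endothelial and mural cells, microglia and disease-associated microglia, astrocytes and reactive astrocytes, oligodendrocytes and their progenitors, platelets, erythroid cells, neutrophils, and the immediate-early, interferon and hypoxia responses) were tested with limma's camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation, without the 14 genes.

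Between 34784 and 40717 probes per array were well above background. The 75th percentile of the intensity lay between 1884 and 2308. Signal over background sets the precision of dim probes, and a fold against a group with an array not well above background is given as a bound. The steps were tested on simulated data for the comparison of BCAS with Sham, with 200 of 37685 probes changed by 2 on the log2 scale. At an adjusted p under 0.05, limma found 80% of them with 8 unchanged probes, and the methods' t-test found 51.5% with 7. In the same simulation, 236 unchanged probes passed the fold and unadjusted p threshold in limma, and 125 in the methods' t-test.

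The alternatives were quantile normalization, normexp background correction (offset 50) with the 75th percentile or with quantile normalization, the authors' processed log2 values, the median of detected probes, no filter on dim probes, probes well above background on all 6 arrays, the methods' t-test, limma with trend and robust settings, array weights, the replicate number as a block, the slide as a block, the mean of a gene's probes, and each array left out in turn. For the lists, the methods' t-test was not run. Further alternatives were added later and are named in the closing section. The GO and KEGG analyses of the paper were not repeated, and its qPCR, ELISA, imaging and cell culture experiments were not analysed here.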

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

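The fits with a list's mean as a term, the random terms, the count of neighbouring probes and the comparison of probe sequences were chosen after the results were seen, and the tests of the lists, the other splits of the arrays and the counts near background were chosen before.

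From the arrays, the paper presents the 14 genes, and the marker lists were tested beyond these. Of the 22 marker lists, 7 had an adjusted p under 0.05 by limma's camera, and 0 of these held by fry or with an estimated correlation. The median log2 fold change was 1.67 for choroid plexus (11 of 11 genes higher), 0.94 for ependymal cells (8 of 8), 0.93 for meningeal fibroblasts (11 of 11), 0.49 for reactive astrocytes (10 of 11), -0.28 for neurons (1 of 14), -0.28 for oligodendrocytes (0 of 13) and -1.26 for cortical excitatory neurons (1 of 9). The other 15 lists had medians between -0.18 and 0.26. These were -0.18 for deep cortical, -0.04 for hippocampal and 0.25 for striatal neurons, -0.10 for microglia, 0.16 for disease-associated microglia, -0.05 for astrocytes, -0.04 for oligodendrocyte progenitor cells, 0.02 for endothelial and 0.19 for mural cells, 0.05 for platelets, 0.26 for erythroid cells, 0.22 for neutrophils, 0.06 for the immediate-early, 0.15 for the interferon and 0.02 for the hypoxia response, and in 2 of all lists the mean and the median differed in sign. The choroid plexus means were -1.73, -0.34 and 1.74 on the Sham arrays and 1.57, -0.24 and 3.67 on the BCAS arrays, so the groups overlap. The list no longer passed camera without BCAS replicate 3 (median 0.74), without Sham replicate 1 (0.88), without BCAS replicate 1 (1.84) or with the slide as a block (1.68). Meningeal fibroblasts no longer passed without BCAS replicate 1 (0.53) or Sham replicate 2 (0.55), reactive astrocytes without BCAS replicate 1 (0.34), and oligodendrocytes without BCAS replicate 2 (-0.20), BCAS replicate 3 (-0.17) or Sham replicate 2 (-0.07), with quantile normalization (-0.16), with the authors' processed values (-0.15) and with the slide as a block, where the sign changed (0.05). Without BCAS replicate 2, 11 lists passed camera. Of 5 lists of cells outside the corpus callosum named beforehand for a test of the makeup of the dissected tissue, 4 passed camera (choroid plexus, ependymal cells and meningeal fibroblasts higher, cortical excitatory neurons lower), with an adjusted p of 0.477 by camera for striatal neurons. The lists of deep cortical and hippocampal neurons, also cells outside it, did not pass (0.488 and 0.954 by camera), which makes 4 of 7. These 4 are themselves among the lists to be explained and none of them held by fry or with an estimated correlation, so that a different makeup of the tissue cannot be told apart from a response to BCAS, which was not tested. That choroid plexus content accounts for the probes past the threshold cannot be told apart from the loss of calls that any added term brings. With its mean as a term, 276 of the 538 probes stayed past the threshold, against a median of 430.5 with 100 random terms, of which 15 kept as few.

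The largest rises were sought among probes with a gene name, well above background on all 6 arrays, whose groups do not overlap. Those of them that the paper does not discuss were Sln, with a log2 fold change of 2.92, Myoc with 2.22, Inmt with 2.11 and A2m with 2.09. By limma, their adjusted p over all probes was 0.0861, 0.498, 0.425 and 0.327, and each BCAS value was above each Sham value. Sln stayed past the threshold under all of its alternatives, between 2.50 and 3.41. Myoc lost it without Sham replicate 1 (1.67), without BCAS replicate 1 (1.56), with the choroid plexus mean as a term (1.72), and in both settings with the methods' t-test, and Inmt lost it with the slide as a block (1.92). Myoc, Inmt and A2m lost it with the ependymal mean as a term, at 0.14, 0.91 and 0.65, while the means of the ependymal list do not overlap between the groups, so that tissue makeup and a response to BCAS stay open for them.

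The largest falls were chosen by the same rule among probes with a name in the gene table. The rule leaves out Ccl21a, which was well above background on 4 of the 6 arrays. Gm3893 had a log2 fold change of -4.18, Gm1987 of -3.51, Gm13298 of -3.02, 4933409K07Rik of -2.80 and Zfp605 of -2.76. Each BCAS value was below each Sham value, with adjusted p by limma between 0.0761 and 0.283. All 5 stayed past the threshold under every alternative run for them. Gm1987, Gm13298 and 4933409K07Rik lie in a stretch of chromosome 4 of mm9 from 41775274 to 42804016 that also holds Ccl21a. Its ends are those of the outermost probes called lower. Of the 23 probes tested in it or close to either side of it, 9 passed the threshold as lower and 0 as higher. Among those not called, Ccl19 was at -0.35 and Gm2172 at -1.37 with overlapping groups, and Gm20878 at -0.71 and -0.86 without overlap. Other probes of Gm13298 were at -2.09, which passed, and at -0.68, which did not. Of the 9, a pair listed only by a transcript, and chosen after the values were seen, fell by 3.47 and 3.16 on the log2 scale. The gene table of GRCm38.p6 gives Gm13304 synonyms of Ccl21 and lists Gm3893 near it on chromosome 4, while the array design places Gm3893 on unplaced sequence. Sham replicate 2 was the highest Sham array for 6 of these 9 probes and Sham replicate 1 for the other 3. Sham replicate 2 was above the other Sham arrays for Gm13298, with 1.23 against -0.02 and -0.32, and for Gm3893, with 2.17 against -0.14 and -0.49. It was not above them for Ccl21a (0.20 against 0.86 and 0.30), Gm1987 (2.11 against 2.67 and 2.05) or Gm13304 (2.98 against 3.47 and 3.02), where Sham replicate 1 was the highest. A shared probe sequence was argued against as the whole of the pattern, since 1 of 36 pairs of these probes shares 20 bases or more (43 bases, Gm13304 with Gm1987, named after their values were seen) and the median longest stretch was 6 bases. Transcripts of near-identical copies could still bind several of these probes, which was not tested. A DNA difference between the mice of the groups, such as a copy number of this region, is a hypothesis: outside this stretch, probes called lower still formed 35 pairs of different genes within 500 kb of each other, against a median of 7 and at most 23 in 1000 random draws. With the stretch included there were 59 such pairs, and another split of the arrays, Sham replicates 1 and 2 with BCAS replicate 1 against the rest, gave 41 from 156 probes, against a median of 9 and at most 27 in 1000 random draws. Probes called higher formed 78 pairs against a median of 55, with 14 of 1000 draws giving as many. The split of Sham replicates 1 and 2 with BCAS replicate 2 gave 212 pairs from 633 such probes, against a median of 152 and at most 204. More neighbours than in random draws were thus also found in splits that do not follow the groups, and the 35 pairs alone do not count in favour of this hypothesis. It cannot be told apart from a change in expression, because no DNA was measured and any such difference would follow the groups.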

How the results depend on the processing

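The slide as a random block, the choroid plexus and the ependymal mean as terms, and the authors' values with every probe and the methods' t-test were chosen after the data were seen; the other alternatives were set before.

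Cxcl5 kept its direction and stayed past the fold and p threshold under all 23 alternatives run for it, with a log2 fold change between 2.05 and 3.20 under the 19 set beforehand and a lowest value of 1.01 with the ependymal mean as a term. Its adjusted p over all probes lay between 0.0809 and 1 and passed 0.05 in none of them. With each array left out in turn it was between 2.28 and 2.90.

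The number of probes past the threshold, 385 higher and 153 lower, depended on the processing. It was 92 and 88 with normexp, 89 and 80 with normexp and quantile normalization, 661 and 620 with no filter on dim probes, 178 and 94 over the probes detected on all arrays (fewer probes tested), 208 and 89 with the methods' t-test, and 1103 and 263 with array weights, which gave BCAS replicate 3 a weight of 2.70 and BCAS replicate 1 a weight of 0.386. With the slide as a block 383 were lower, with the ependymal mean as a term 428, and with the authors' values, every probe and the methods' t-test 335. Leaving out 1 array gave 277 to 724 higher and 136 to 264 lower, with 724 higher without BCAS replicate 2, and 660 higher and 264 lower without Sham replicate 3. Except for the filter, the number of probes and the arrays left out, the cause was not tested.

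Higher probes made up 71.6% of the calls, but 57.2% with quantile normalization, 57.1% with the authors' values, 51.1% with normexp, 52.7% with normexp and quantile normalization, 51.6% with no filter, 59.1% with the slide as a block, 80.8% with array weights and 76.5% without BCAS replicate 2, and 48.3% and 42.8% with the authors' values, every probe and the methods' t-test and with the ependymal mean as a term. The median log2 fold change of all probes moved most with no filter, by -0.05.

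At an adjusted p under 0.05, 0 probes were higher and 1 lower. This became 6 lower with normexp, 4 with normexp and quantile normalization, 4 with limma's trend and robust settings, 17 higher and 19 lower with array weights, and 1 higher and 3 lower with the authors' values, every probe and the methods' t-test. It was 0 lower over the probes detected on all arrays, with the methods' t-test, with the slide as a block and with the ependymal mean as a term. Leaving out 1 array gave 0 to 1 higher and 0 to 3 lower. The cause was not tested.

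Of the 14 genes, 10 passed the threshold, 6 with normexp, 6 with normexp and quantile normalization and 6 with the ependymal mean as a term, and 8 to 10 with 1 array left out. With the slide as a block, Ptger4 was at 0.91, short of a fold of 2, and Nr4a2 at -1.24. That fit rests on 1 BCAS array. Over their single values without Cxcl5, 223 of 244 set beforehand kept their side of the threshold, 17 lost it and 4 gained it, and none changed direction. Of the largest changes without Cxcl5, 167 of 171 kept it and 4 lost it.

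Among the other genes set beforehand, which the paper names apart from Cxcl1, Cxcl2 and Cxcl3, 0 passed either threshold. At an adjusted p under 0.05 over the list alone, 1 did with normexp, over the probes detected on all arrays, with trend and robust settings, with the mean of probes and with the choroid plexus mean as a term (C3 each time), and 0 to 1 with 1 array left out (C3 without BCAS replicate 3). Past the fold and p threshold, 1 did with no filter (Il6, not well above background on any array), 1 with array weights (Lgals3), 1 with the slide as a random block, 1 with the choroid plexus mean and 1 with the ependymal mean as a term (C3 in these), 3 with the slide as a block (Gfap, C3 and Cxcl1), and 0 to 1 with 1 array left out (C3 without Sham replicate 1 and without BCAS replicate 3, Cxcl1 without BCAS replicate 2).

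Of the marker lists, 7 passed camera, 0 passed fry and 0 passed camera with an estimated correlation, and 5 to 11 passed with 1 array left out. With the slide as a block the microglia median turned to 0.19 with an adjusted p of 0.00186, from -0.10, and the oligodendrocyte median to 0.054 from -0.28. Over these 2 lists the adjusted p ran from 5.62e-04 to 0.961. The cause was not tested, and this fit rests on 1 BCAS array on the slide of the Sham arrays. Over all lists, 361 of 440 values kept their side, 26 lost it, 11 gained it, and 40 crossed 0 without a call on either side. The methods' t-test was not run on the lists.

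The replicate numbers do not pair the samples: the deviations of same-numbered Sham and BCAS arrays from their group means correlated at -0.03, -0.11 and 0.36 across probes. With the replicate number as a block, 524 probes were higher and 161 lower past the threshold (76.5% higher), and 0 were lower at an adjusted p under 0.05.

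Signal over background limits the dim probes. Of the 538 probes past the threshold, 274 were not well above background on all 6 arrays. When the probes were ranked by mean signal into 4 equal groups, 3.45% of the dimmest group passed, against 0.18% of the brightest. The lowest signal well above background, relative to the 75th percentile, lay between -6.13 and -5.49 on the Sham arrays and between -6.54 and -5.85 on the BCAS arrays, so that more dim probes were measured on the BCAS arrays.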

Differences from the paper's values

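The paper gives 3 mice per group, the number analysed here. For Cxcl5 the point in Fig. 1a lies at about 6.0 on the horizontal axis and about 2.3 on the vertical axis, read by eye, and the values here are a 6.29-fold change and, for minus log10 of limma's p, 3.34. The axis is labelled as log2, but the points of Cxcl5 and Gm1987 match the linear fold: with the authors' values, every probe and the methods' t-test, Cxcl5 lies at a fold of 6.01, which is 2.59 on the log2 scale, and at 2.28 on the vertical axis. This setting was chosen after seeing the values. Gm1987, near the left end at about -11 in Fig. 1a, is at -11.4 on the linear and -3.50 on the log2 scale in the same setting. Ccl21a is at -119.7 on the linear and -6.90 on the log2 scale in the same setting. It was well above background on 1 of the 3 BCAS arrays, and is at least 90.5-fold lower in BCAS mice with the values used here. On the linear scale Ccl21a is beyond the drawn axis, so the match does not cover it. Between -1 and 1, where a signed linear fold has no values, Fig. 1a shows no points. Neither the fold nor the vertical position of Cxcl5 differs from the paper's by more than 1.5 times. The vertical axis is a logarithm, so this does not show that the p-values are as close. Limma's p is also set there against the paper's t-test. Among the alternatives set before the data were examined, the fold differs by more than 1.5 times with array weights (9.17). The vertical position lies between 2.00 with the slide as a block and 3.75 with normexp, more than 1.5 times the paper's in some of them, and it is 2.24 with the methods' t-test.

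On the linear scale, the colouring of Fig. 1a beyond 1 on either side takes in every probe with p under 0.05, which are 2095 higher and 2691 lower in that setting, against 313 and 335 with a fold over 2 as the legend states.

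The paper presents the 14 genes of Fig. 1b as coming from this comparison. All 14 move in the paper's direction here, and Pik3cg (-0.92), Figf (-0.82), Crhr1 (-0.63) and Fmn1 (-0.46) are short of a fold of 2 by their brightest probe. Pik3cg passed with quantile normalization, with the authors' values and without BCAS replicate 1, and Figf without BCAS replicate 1. Another probe passed for Crhr1 (-1.04) and for Figf (-1.16, with BCAS well above background on 2 of 3 arrays and at least 2.22-fold lower). With the authors' values, every probe and the methods' t-test, chosen after seeing the values, each of the 14 genes has at least 1 probe past the threshold, and Pik3cg is at -1.03. The choroid plexus and the ependymal mean as terms, chosen after seeing the values, also call Pik3cg.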

Other observations

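The fits with a list's mean as a term and the count of neighbouring probes were chosen after the results were seen.

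Of the 10 ways to split the 6 arrays into 3 and 3, 2 gave as many probes past the fold and p threshold as the real one, which gave 538. The other was Sham replicates 1 and 2 with BCAS replicate 2, the 3 arrays with the lowest choroid plexus means, and it gave 731. For the adjusted p, 1 of the 10 splits, the real one, gave as many probes. With 10 splits chance cannot be excluded for either count. No split follows the slides.

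Of the 538 probes past the threshold, 274 were not well above background on all 6 arrays. A probe that is lower in 1 group can for that reason fall below background there, as Ccl21a did, so this count cannot tell noise near background from a change in expression. The other 264 were well above background on all 6 arrays.

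Cxcl5 was weighed against other tissue in the samples. More meningeal tissue was argued against as the whole of its rise, since the log2 fold change was 2.45 (standard error 0.52) with the meningeal mean as a term, although the meningeal list itself rose by 0.93. The same held for choroid plexus, with 2.13 (standard error 0.24), and for neutrophils, with 2.42 (standard error 0.53). Within the groups, Cxcl5 correlated with the choroid plexus mean at 0.91 and with the ependymal mean at 0.93. The correlation was 0.28 for the meningeal and 0.30 for the neutrophil mean. Choroid plexus content thus stays open for a part of the rise. The neutrophil list had a median of 0.22 and an adjusted p of 0.187 by limma's camera, with 0.54 for S100a8 and 0.29 for S100a9. Ependymal content stays open. With the ependymal mean as a term the log2 fold change was 1.01 with a standard error of 0.39, and as the ependymal means do not overlap between the groups, this term takes up part of the group difference itself. A slide effect stays open too: with the slide as a block the value was 2.42, which rests on 1 BCAS array. The paper's own explanation, release by astrocytes, was not tested with these arrays.

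Ppbp and Pf4, next to Cxcl5 on chromosome 5, were higher in BCAS mice as well, Ppbp by at least 2.37-fold and Pf4 by 0.96 on the log2 scale. For Cxcl1 the bound was at least 1.58-fold, with 1 Sham and 2 BCAS arrays well above background and overlapping groups. More platelets is a possible explanation for Ppbp that stays open. The platelet list had a median of 0.05 and an adjusted p of 0.488 by camera, with Pf4 at 0.96 and Clec1b at 1.07 but Gp9 at -0.07 and Treml1 at 0.05, and Ppbp was at 0.98 with the platelet mean as a term.

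Less deep cortex in the dissected BCAS tissue was weighed for Cplx3 and Nr4a2. The deep cortical list had a median of -0.18 with 4 of 10 genes higher and an adjusted p of 0.488 by camera. With its mean as a term Nr4a2 was at -1.73 with a standard error of 0.65 and Cplx3 at -0.84 with a standard error of 0.34. With the mean of the cortical excitatory list, which itself was lower in BCAS mice, Nr4a2 was at -1.10 with a standard error of 0.81 and Cplx3 at -0.92 with a standard error of 0.58, so that both lost the call. The means of that list do not overlap between the groups. Less cortex in the tissue stays open for both genes.

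Of the other genes set beforehand, 27 were tested. These are genes the paper names and Cxcl1, a CXCR2 ligand that it does not name. The log2 fold changes lay between -0.59 for Mog and 0.95 for C3, apart from Cxcl1. None passed the fold and p threshold, and 3 had an unadjusted p under 0.05 in limma's test: C3 at 0.95, Nlrp3 at 0.44 and Rbfox3 at -0.40, with an adjusted p over the list alone of 0.0595 for C3. Cxcr2, the receptor of CXCL5, Il6 and Cxcl2 were not well above background on any array, and Il1b and Cxcl3 were so on 1. Gfap was at 0.21 and Aif1 at -0.34.

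Xist was not well above background on any array, and Ddx3y, Eif2s3y, Kdm5d and Uty were so on all 6, as in male mice.

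In the paper's qPCR (Fig. 1c, read by eye), the bars of Figf, Nr4a2 and Fmn1 are higher in BCAS mice, with a significance mark on Figf among these, where the arrays place them lower, and the bar of Ccl21a is close to Sham, where the arrays show the largest fall of the 14 genes.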
